# Identification of crucial modules and genes associated with backfat tissue development by WGCNA in Ningxiang pigs

**DOI:** 10.3389/fgene.2023.1234757

**Published:** 2023-08-17

**Authors:** Chen Chen, Huibo Ren, Huali Li, Yuan Deng, Qingming Cui, Ji Zhu, Siyang Zhang, Jine Yu, Huiming Wang, Xiaodan Yu, Shiliu Yang, Xionggui Hu, Yinglin Peng

**Keywords:** Ningxiang pig, backfat tissue, different developmental stage, WGCNA, hub gene, lipid metabolism

## Abstract

Fat deposition is an economically important trait in pigs. Ningxiang pig, one of the four famous indigenous breeds in China, is characterized by high fat content. The underlying gene expression pattern in different developmental periods of backfat tissue remains unclear, and the purpose of this investigation is to explore the potential molecular regulators of backfat tissue development in Ningxiang pigs. Backfat tissue (three samples for each stage) was initially collected from different developmental stages (60, 120, 180, 240, 300, and 360 days after birth), and histological analysis and RNA sequencing (RNA-seq) were then conducted. Fragments per kilobase of transcript per million (FPKM) method was used to qualify gene expressions, and differentially expressed genes (DEGs) were identified. Furthermore, strongly co-expressed genes in modules, which were named by color, were clustered by Weighted gene co-expression network analysis (WGCNA) based on dynamic tree cutting algorithm. Gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) enrichment were subsequently implemented, and hub genes were described in each module. Finally, QPCR analysis was employed to validate RNA-seq data. The results showed that adipocyte area increased and adipocyte number decreased with development of backfat tissue. A total of 1,024 DEGs were identified in five comparison groups (120 days vs. 60 days, 180 days vs. 120 days, 240 days vs. 180 days, 300 days vs. 240 days, and 360 days vs. 300 days). The turquoise, red, pink, paleturquoise, darkorange, and darkgreen module had the highest correlation coefficient with 60, 120, 180, 240, 300, and 360 days developmental stage, while the tan, black and turquoise module had strong relationship with backfat thickness, adipocyte area, and adipocyte number, respectively. Thirteen hub genes (*ACSL1*, *ACOX1*, *FN1*, *DCN*, *CHST13*, *COL1A1*, *COL1A2*, *COL6A3*, *COL5A1*, *COL14A1*, *OAZ3*, *DNM1*, and *SELP*) were recognized. *ACSL1* and *ACOX1* might perform function in the early developmental stage of backfat tissue (60 days), and *FN1*, *DCN*, *COL1A1*, *COL1A2*, *COL5A1*, *COL6A3*, and *COL14A1* have unignorable position in backfat tissue around 120 days developmental stage. Besides, hub genes *SELP* and *DNM1* in modules significantly associated with backfat thickness and adipocyte area might be involved in the process of backfat tissue development. These findings contribute to understand the integrated mechanism underlying backfat tissue development and promote the progress of genetic improvement in Ningxiang pigs.

## Introduction

Pigs are not only a major source of meat worldwide, but also have been used in biomedical studies because of the similarity to human in physiology (Miao et al., 2018). Ningxiang pig, one of the four famous indigenous pig breeds in China, is native to Hunan province and is characterized by high fat content, delicious meat, strong adaptability to the local environment, and stronger disease resistance (Li et al., 2021). Adipose tissue secretes a variety of proteins that impact a number of physiological and metabolic processes (Hausman et al., 2007). Adipose tissue in pigs is an important trait, which influences meat quality and fattening efficiency (Stachowiak et al., 2016), and backfat deposition greatly influences porcine growth performance, carcass, meat production and final farming profit (Davoli et al., 2018).

Weighted gene co-expression network analysis (WGCNA) is a bioinformatics algorithm method that has been widely utilized to explore highly correlated gene clusters related to biological traits (Wang et al., 2022; Wu et al., 2022; Xu et al., 2022). Instead of focusing on a single gene, WGCNA intends to extract hub genes from co-expression networks to preferably investigate the biological regulations. Recently, WGCNA method was popularly applied, and mounting genes were found to participate in various lipid related processes, including obesity, adipogenic differentiation of stem cell, polyunsaturated fatty acid (Han et al., 2020; Liu et al., 2021; Xiao et al., 2022; Zhang et al., 2022). Although the study on gene profiles in subcutaneous adipose tissue at four developmental stages in Ningxiang pigs has been reported (Gong et al., 2021), the underlying molecular mechanism of subcutaneous adipose tissue development in different periods is still unclear.

In view of the important role of adipose tissue, the present study collected backfat tissue across six postnatal developmental stages (60, 120, 180, 240, 300, and 360 days after birth, hereafter referred to as 60, 120, 180, 240, 300, and 360 days, respectively) in Ningxiang pigs. These time points cover major morphological and physiological changes in pig growth and development due to the fact that backfat tissue development in pigs is varying according to their age (Mersmann et al., 1973; Hood and Allen, 1977).

Here, backfat tissue was subjected to histological analysis and RNA-sequencing (RNA-seq). The genes profiles in backfat tissue from six developmental stages were investigated, and differentially expressed genes (DEGs) in five comparison groups were identified. Furthermore, WGCNA was performed to analyze the gene expression profile, and the key modules and hub genes with strong correlation with developmental stages and traits were explored, respectively. In addition, RNA-seq result was validated by quantitative real-time polymerase chain reaction (QPCR) experiment. These findings unprecedentedly depicted the gene co-expression network for backfat tissue development at each period in Ningxiang pigs, which not only helps to understand the integrated mechanism underlying lipid metabolism, but also promotes the progress of genetic improvement in pigs.

## Materials and methods

### Experimental animal and sample preparation

Eighteen castrated male Ningxiang pigs in six developmental stages (60, 120, 180, 240, 300, and 360 days) were used in this study. Six groups of pigs were half-sibs, and the three samples in each developmental stage were full-sibs. All the experimental pigs were reared under the standard environmental conditions in Hunan Liushahe Ecological Animal Husbandry Co., Ltd. Three healthy individuals with similar body weight were selected for slaughtering in each developmental stage. The carcass was split longitudinally after removing the head, feet, tail, and viscera, except for the suet and kidneys, and then the left side of carcass was hung upside down. The midline backfat thickness at the position of the thickest point in shoulder, last rib and lumbosacral junction was separately measured, and the average value was calculated. Furthermore, the backfat tissue at the position of the thickest point in shoulder were collected within 30 min after slaughter, and each sample was divided into two parts. One part was fixed in 10% paraformaldehyde for histological analysis, and the other part was immediately frozen in liquid nitrogen and stored in −80°C refrigerator for RNA extraction.

### Histological analysis of backfat tissue

The histological analysis of backfat tissue was measured by hematoxylin and eosin (HE) staining. Briefly, the paraformaldehyde-fixed backfat samples were subjected to dehydration and embedding in paraffin. Three serial tissue sections of each sample were obtained using Leica cryostat (RM 2016, Germany) and then stained with hematoxylin/eosin. Adipocyte area and adipocyte number were calculated according to four randomly selected fields from each section using Caseviewer software. The sections were viewed at ×200 magnification using 3D digital scanner (Pannoramic 250, Hungary).

### RNA exaction, library construction and data processing

Total RNA was isolated using Trizol reagent (Invitrogen, United States) following the manufacturer’s protocol. The purity and integrity of total RNA for each sample were assessed using ND-1000 (NanoDrop, United States) and bioanalyzer 2100 (Agilent, United States) with RIN number >7.0, and confirmed by electrophoresis with denaturing agarose gel. And then mRNA library was constructed. In brief, approximately 5 μg of total RNA was used to eliminate ribosomal RNA according to the Ribo-Zero™ rRNA removal Kit (Illumina, United States), and the ribo-minus RNA was fragmented into small pieces. Finally, the 2 × 150 bp paired-end sequencing (PE150) was executed on an Illumina Novaseq™ 6000 (LC-Bio Technology Co., Ltd., China). Furthermore, Cutadapt (V1.9, default) (Martin, 2011) was initially applied to obtain valid data by removing the reads that contained adapter contamination, low quality bases (the number of bases with quality score ≤10 accounts for more than 20% of reads) and undetermined bases (the number of bases with undetermined information accounts for more than 5% of reads). Then sequence quality was verified using FastQC (V0.11.9, default) (Brown et al., 2017). Hisat2 software (V2.0.4, default) (Kim et al., 2019) was used to map valid reads to the *Sus scrofa* reference genome (V11.1, Ensembl V96), and the mapped reads were assembled using StringTie (V1.3.4, default) (Pertea et al., 2015).

### Identification and functional enrichment of DEGs

The expression levels of genes were estimated by calculating fragments per kilobase of transcript per million (FPKM) (Trapnell et al., 2010) through StringTie. The DEGs were selected with | log2 (fold change) | ≥ 1 and FDR adjusted p-value (q value) (Benjamini-Hochberg method) ≤ 0.05 by R package edgeR (Robinson et al., 2010). The volcano plot was drawn using ggplot2 package (Ito and Murphy, 2013), while the heatmap was drawn by pheatmap package (Hu, 2021). To assess the potential biological functions of DEGs, gene ontology (GO) (Ashburner et al., 2000) and kyoto encyclopedia of genes and genomes (KEGG) (Kanehisa et al., 2012) enrichment analysis were performed by DAVID software (https://david.ncifcrf.gov/). GO terms and KEGG pathways with p-value ≤0.05 were considered significantly enriched.

### WGCNA

Co-expression analysis was performed using WGCNA package in R (Langfelder and Horvath, 2008) under the guidelines of the published tutorials. Genes with FPKM <1 in all samples were filtered. Hierarchical clustering of the eighteen samples was conducted based on Euclidean distance computed on gene expression data. Network topology analysis ensured a scale-free topology network with the defined soft-thresholding power of 9. A total of 41 modules were identified based on the dynamic tree cutting algorithm with the parameters of minModuleSize at 30 and mergeCutHeight at 0.25. For each module, the eigengene (the first component expression of genes in module) was determined, and the correlations of eigengenes with backfat thickness, adipocyte area, and adipocyte number were then subsequently calculated. Genes with high connectivity in the respective modules were considered hub genes. The co-expression relationships in modules were analyzed and visualized by Cytoscape (V3.8.2) (Shannon et al., 2003).

### QPCR analysis

To validate the gene expression levels, total RNA was extracted from backfat tissue in six developmental stages using Trizol reagent (Invitrogen, United States). cDNA was synthesized using RevertAid™ first strand cDNA synthesis kit (K1622, Fermentas) according to the manufacturer’s instructions. QPCR analysis was performed using SYBR Green Supermix (Biomed) on CFX96 machine (Bio-Rad, United States). Porcine *β-actin* was used as endogenous control. Each QPCR reaction was performed in triplicate, and the relative expression level of gene was calculated using the 2^−ΔΔCT^ method. The sequences of QPCR primers were listed in Supplementary Table S1.

## Results

### Histological analysis of backfat tissue

With development of backfat tissue in Ningxiang pigs, the average backfat thickness in 60 and 120 days were significantly lower than that in other stages (*p* < 0.01), and there were remarkable differences in the average backfat thickness between 180 and 240 days (*p* < 0.05), 180 and 300 days (*p* < 0.01), 180 and 360 days (*p* < 0.01), 240 and 360 days (*p* < 0.01), respectively (Figure 1A). Additionally, obvious differences in adipocyte phenotype were examined by HE staining (Figure 1B). Adipocyte area gradually increased, and adipocyte number showed a progressive downward trend. Adipocyte area in 60 days was notably smaller than that in other stages, and 300 days (*p* < 0.05) and 360 days (*p* < 0.01) had larger adipocyte area than 120 days. Meanwhile, the adipocyte number in 60 days was markedly higher (*p* < 0.01) that than in other stages except for 120days, and the adipocyte numbers in 240, 300, and 360 days were lower (*p* < 0.05) compared with that in 120 days. These results displayed the intelligible features during development of backfat tissue in Ningxiang pigs.

**FIGURE 1:**
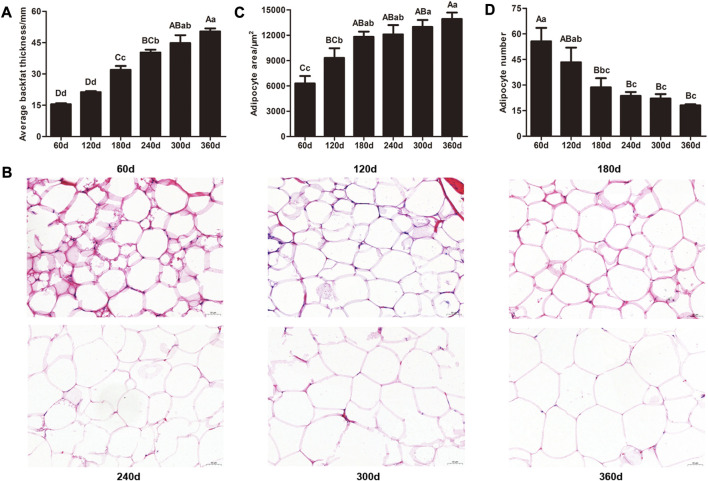
Histological analysis of backfat tissue from the six developmental stages in Ningxiang pigs. **(A)** Average backfat thickness of experimental pigs. **(B)** Representative images of HE staining of backfat tissue (magnification: ×200, scale bar = 50 μm). **(C)** Adipocyte area and **(D)** adipocyte number of backfat tissue. Statistical analysis of the data from backfat thickness, adipocyte area, and adipocyte number were performed by one-way analysis of variance program with SPSS 20.0 software. All results were expressed as mean values and standard error. Different lowercase letters above columns indicated statistical differences (*p* ≤ 0.05), and values with different uppercase letters were significantly different (*p* ≤ 0.01).

### Overview of RNA-seq data

A total of eighteen libraries were constructed using backfat tissue from the developmental stage of 60, 120, 180, 240, 300, and 360 days. 

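Backfat from the shoulder was sequenced for 18 pigs, 3 at each of 6 stages, with 1 library per pig. The methods describe castrated males that were full sibs within a stage, so a difference between stages is also a difference between litters. Genes of the Y chromosome were nevertheless not at 1 level in these libraries. EIF1AY, KDM5D and ZFY, which lie on Y in males (4 loci), summed to between 128 and 278 CPM (counts scaled to library size) in 11 libraries. In 60 days replicates 1 and 3, 120 days replicate 2 and 180 days replicates 1, 2 and 3 the sum was between 0.24 and 0.923, and in 300 days replicate 2 it was 13.1. The locus on X that carries RF01881 (59277356 to 59307171 in Sscrofa11.1) stood at 21.1 to 39.3 FPKM in these 7 libraries (median 33.0) and at 0.019 to 0.067 FPKM in the other 11. Its neighbour with RF02162 (59307273 to 59310020) stood at 29.2 to 47.8 FPKM in the 7 and at 0 to 0.139 FPKM in the 11. DDX3X, an RNA helicase gene of X that has a counterpart on Y, ranged from 25.2 to 36.1 FPKM in the 7 and from 14.8 to 22.5 FPKM in the 11. The authors removed ribosomal RNA, mapped paired-end reads to the pig genome and assembled loci, and the deposited table gives counts and FPKM values per locus and library. Counts per library ranged from 75123708 to 77180515 at 60 days (median 77017967), from 74077094 to 80882080 at 120 days (median 76278915) and from 78552982 to 80734422 at 180 days (median 80160048). The ranges were 75658506 to 78623654 at 240 days (median 77610218), 78176799 to 81530168 at 300 days (median 81529667) and 74840484 to 84236689 at 360 days (median 82284881). The paper's Table S2 gives 81225086 to 90086352 valid reads per library. The counts were between 0.9686 (120 days replicate 1) and 1.095 (360 days replicate 3) times its mapped reads, so in some libraries they exceed them. For the values given here, the counts of the 18 libraries were scaled by TMM and fitted together with the quasi-likelihood test of edgeR, over 19470 loci with at least 0.5 FPKM in at least 3 libraries. Genes were called at the study's thresholds, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Comparisons were made between adjacent stages, for each stage against the mean of the other 5, and for a linear trend in age.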

We obtained 89,249,470–97,751,248 raw reads and 81,225,086–90,086,352 valid reads with Q30 ratio of 97.56%–97.99% and GC content of 45.50%–51.50%. Moreover, 87.35%–91.85% of valid reads was mapped to the *Sus scrofa* reference genome. After assembly, 56,294–57,783 transcripts and 23,416–24,057 genes were obtained (Supplementary Table S2). In addition, a total of 27,883 genes were identified from the eighteen libraries, including 19,755 known genes and 8,128 novel genes.

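Structural RNAs took unequal shares of the 18 libraries. The pair of loci with the most counts among those carrying RF00017, the RNA of the signal recognition particle, held 10.18% of the counts of 360 days replicate 3 (95% Wilson interval 10.17% to 10.18%, counting error only) and between 1.54% and 4.92% of the others. RF00100, the 7SK RNA that restrains transcription elongation, held 2.01% of that library and 1.05% to 1.54% of the others. RF00009, the RNA of RNase P, held 1.29% of it and 0.267% to 0.719% elsewhere. In the same library the 10 loci with the most counts held 19.0% of all counts, against 9.37% to 14.3% in the other 17. Of the 27883 loci in the deposited table, 19755 carry a transcript type and 8128 carry none. Loci above 0 FPKM numbered from 23416 in 180 days replicate 2 to 24057 in 120 days replicate 2. At 0.1 FPKM or more, a median of 21130.5 loci were detected per library.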

### Identification of DEGs

Five comparison groups (120 days vs. 60days, 180 days vs. 120days, 240 days vs. 180days, 300 days vs. 240 days, and 360 days vs. 300 days) were established. A total of 1,024 DEGs were recognized (Table 1), and the DEGs among these groups were visualized as heatmap (Figure 2A) and volcano plot (Figure 2B), respectively. 

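Between 60 and 120 days 34 genes rose and 11 fell (edgeR, n = 3 pigs per stage), with GPNMB, LGALS3, PNPLA3, NT5E and MGP among those that rose. GPNMB, a glycoprotein abundant in macrophages that take up lipid (MSTRG.22645, chromosome 9 of Sscrofa11.1, 92037509 to 92071499), rose from 5.78 ± 1.35 to 29.7 ± 13.2 FPKM (SD), a log2 fold change of 2.44 (standard error 0.431, adjusted p = 0.04). LGALS3, which encodes the lectin galectin-3 (MSTRG.1380, chromosome 1, 184478643 to 184496434), rose from 1.47 ± 0.472 to 7.16 ± 1.52 FPKM (2.37 on the log2 scale). PNPLA3, a protein of lipid droplets that acts on triglycerides (MSTRG.15784, chromosome 5, 5075434 to 5092642), went from 1.91 ± 0.543 to 8.49 ± 4.73 FPKM (log2 fold change 2.24, standard error 0.429, adjusted p = 0.0411). NT5E, an enzyme that forms adenosine at the cell surface (MSTRG.407, chromosome 1, 54400789 to 54450181), went from 1.38 ± 0.0857 to 6.16 ± 2.16 FPKM. MGP, a matrix protein that limits calcification (MSTRG.16481, chromosome 5, 57664914 to 57670632), rose from 18.4 ± 1.18 to 64.7 ± 11.7 FPKM. PADI2, an enzyme that converts arginine to citrulline in proteins, had the largest rise among the protein-coding genes named by rule (log2 fold change 2.45). CHST9, which adds sulfate to sugar chains (MSTRG.18840, chromosome 6, 111465126 to 111719893), fell from 1.46 ± 0.477 to 0.126 ± 0.0764 FPKM, by 3.43 on the log2 scale. FLVCR2, a membrane transporter (MSTRG.20589, chromosome 7, 98718081 to 98808680), fell from 7.01 ± 1.54 to 1.98 ± 0.0868 FPKM, and WDR19, a part of the transport machinery of cilia, from 4.39 ± 0.85 to 2.04 ± 0.364 FPKM. Of 28 genes of fibrillar collagens and interstitial matrix, 27 were higher at 120 days, with a median log2 fold change of 1.16 (camera adjusted p = 7.75e-17, adjusted p = 0.269 with an estimated correlation). Only DCN among them passed the test over all genes and 11 did when adjusted over the list alone. The list holds 7 QPCR genes that the study picked from these libraries, and of the other 21 genes 20 were higher (median 0.95), 6 of them passing when adjusted over the list alone. Among 15 macrophage genes 14 were higher (median 0.75, camera adjusted p = 7.46e-07, adjusted p = 0.269 with an estimated correlation), with 0 called over all genes by edgeR and 3 when adjusted over the list alone. Of 14 genes of preadipocytes and fibroblasts 12 were higher (median 0.49, camera adjusted p = 9.75e-05, adjusted p = 0.36 with an estimated correlation). Of 9 heat shock genes 7 were higher (median 0.82, camera adjusted p = 7.46e-07, adjusted p = 0.181 with an estimated correlation) and BAG3, a partner of HSP70 chaperones, rose by 1.25 on the log2 scale. Of 24 genes of fatty acid oxidation 23 were lower (median -0.30, camera adjusted p = 2.79e-06, adjusted p = 0.371 with an estimated correlation). The number of calls was 0 without 60 days replicate 1, 60 days replicate 3 or 120 days replicate 2, 1 without 120 days replicate 1, 2 without 60 days replicate 2, and 7 without 120 days replicate 3. It was 21 without 300 days replicate 2, 29 without 240 days replicate 3, 69 without 180 days replicate 1, 71 without 240 days replicate 1 and 91 without 360 days replicate 1. It was 1 with the Y-linked level as a covariate and 333 by DESeq2, both tried after the values were seen.

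**Figure D1:**
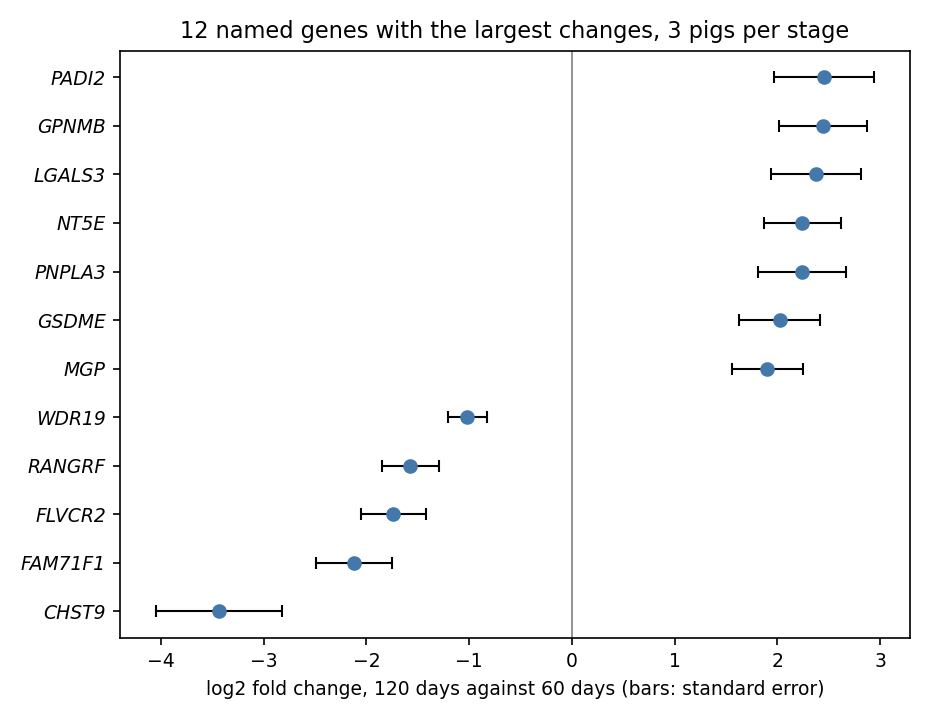
Log2 fold changes with standard errors (horizontal axis) of named protein-coding genes called between 60 and 120 days, from edgeR. PADI2 and GPNMB lie at the top of the rise (2.45 and 2.44) and CHST9 at the bottom of the fall (-3.43).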

The detailed information about these DEGs was documented in Supplementary Table S3.

**TABLE 1:** The number of DEGs in five comparison groups.

Comparison group	Number of DEGs		
	Upregulation	Downregulation	Total
120 days vs. 60 days	325	152	477
180 days vs. 120 days	91	208	299
240 days vs. 180 days	111	37	148
300 days vs. 240 days	10	17	27
360 days vs. 300 days	28	45	73
Total	565	459	1,024

**FIGURE 2:**
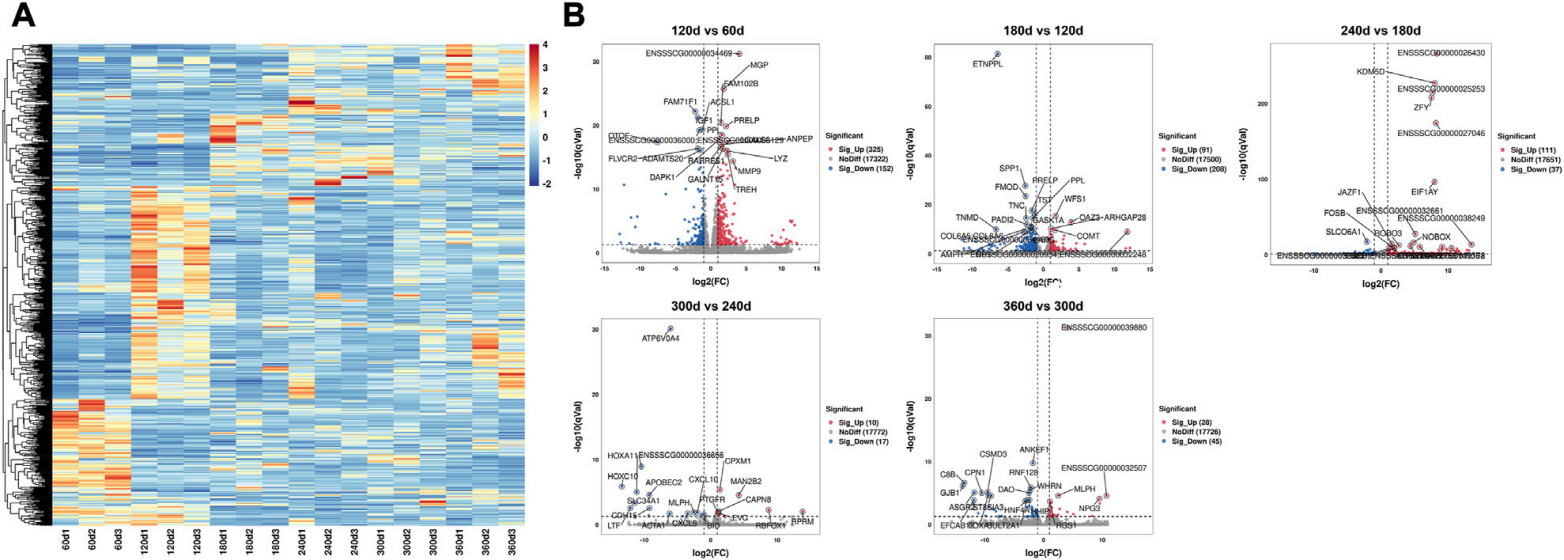
The heatmap and volcano plot of 1,024 DEGs in different developmental stages. **(A)** The heatmap of DEGs in six developmental stages. Each row indicated a gene, and each column indicated a sample. **(B)** The volcano plot of DEGs in 120 days vs. 60 days, 180 days vs. 120 days, 240 days vs. 180 days, 300 days vs. 240 days, and 360 days vs. 300 days comparison groups. The X-axis represented log2 value of fold change, and the Y-axis represented–log10 value of q value for each gene. The red dots demonstrated the significantly upregulated genes while the blue dots demonstrated the significantly downregulated genes, and the grey dots demonstrated the genes with no significant differential expression. The top 20 DEGs with significant difference were noted.

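In the 4 comparisons after 120 days no single gene passed the test, while in some gene groups most means moved the same way. The test missed loci that were fully apart. The X locus carrying RF01881 was at 29.5, 29.7 and 21.1 FPKM at 180 days. At 240 days it was at 0.0277, 0.0484 and 0.0423 FPKM, and it was not called. A fit on the libraries of these stages alone called 17 genes, so 0 calls do not mean that no gene differed. All 28 matrix genes were lower at 180 than at 120 days, with a median log2 fold change of -1.0 (camera adjusted p = 7.75e-19, adjusted p = 0.277 with an estimated correlation) and 13 passing when adjusted over the list alone. Of 20 genes of oxidative phosphorylation 19 were higher at 180 days (median 0.37, camera adjusted p = 2.46e-09, adjusted p = 0.426 with an estimated correlation). Of 21 genes of fatty acid and triglyceride synthesis 18 were higher (median 0.63, camera adjusted p = 2.78e-07, adjusted p = 0.385 with an estimated correlation, 5 passing when adjusted over the list alone). All 3 libraries of 180 days were low in Y-linked genes, while at 120 days replicate 2 alone was and at 240 days no library was. Changes into and out of 180 days therefore cannot be told apart from that difference. From 180 to 240 days 14 of 15 immediate early genes, which respond to stimuli within minutes, were higher (median 0.62, camera adjusted p = 1.73e-06, adjusted p = 0.304 with an estimated correlation). From 300 to 360 days 14 of these 15 were higher (median 0.73, camera adjusted p = 5.13e-09, adjusted p = 0.388 with an estimated correlation). So were all 15 macrophage genes (median 0.65, camera adjusted p = 2.84e-09, adjusted p = 0.388 with an estimated correlation, 3 passing when adjusted over the list alone). From 240 to 300 days 22 of the 28 matrix genes were higher (median 0.21, camera adjusted p = 0.00411, adjusted p = 0.866 with an estimated correlation), while their FPKM summed to 3710, 1730 and 1790 at 240 days and to 2710, 3090 and 2770 at 300 days. The 0 calls by edgeR stand beside 724 genes with an unadjusted p under 0.05 and the required fold change at 180 against 120 days, 587 at 240 against 180 days, 271 at 300 against 240 days and 507 at 360 against 300 days. At any fold change the numbers were 2407, 1816, 735 and 1768, where 973.5 are expected if no gene differs. The number at 300 against 240 days, 735, lies below that expectation. The lowest adjusted p was 0.0874, 0.0747, 0.443 and 0.0781 in that order. DESeq2 called 251, 112, 19 and 66 genes and limma, with a pseudocount of 0.1, called 0 in each. Limma-voom with library weights called 68, 1, 0 and 0, and the exact test of edgeR on the 6 libraries, tried after the values were seen, 266, 106, 20 and 54. At 180 against 120 days the count became 5 without 120 days replicate 2 or 180 days replicate 1, 2 without 360 days replicate 1 and 1 without 60 days replicate 1, 120 days replicate 3 or 180 days replicate 2. At 240 against 180 days it became 4 without 300 days replicate 3, 3 without 120 days replicate 3, 2 without 360 days replicate 1 and 1 without 360 days replicate 2. At 360 against 300 days it became 12 without 360 days replicate 1, 2 without 300 days replicate 3 and 1 without 180 days replicate 1 or 360 days replicate 2.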

### WGCNA

A cut-off of R^2^ = 0.85 was utilized to select the soft-threshold β, and β = 9 was selected for network construction (Figure 3A). 

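For the network, 19002 genes with at least 1 FPKM in any library were correlated across the 18 libraries. At a power of 9 the signed R2 of the scale-free fit was 0.824, with a mean connectivity of 41.9 and a median of 23.1. It first passed the cut-off of 0.85 at a power of 10, where it was 0.95. Leaving out 1 library at a time gave 0.738 to 0.949 at a power of 9.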

Strongly co-expressed genes in modules were clustered with different colors, while the genes not clustered were grouped into the grey module (Figure 3B). The detailed information about modules was shown in Supplementary Table S4. 

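The red module's most connected gene in these libraries was COL6A3, a chain of the collagen that anchors cells to the matrix, with a connectivity of 56.1 within the module. IL17D, a cytokine gene, followed at rank 3 with 53.4, COL14A1 was at rank 4, NT5E at rank 5 and COL5A1 at rank 11. Connectivity over the 868 genes of the red sheet of Table S4 was recomputed from the deposited values, and it correlated with the paper's connectivity across genes (r = 0.972, genes are not independent replicates). Of the 868 genes 562 had their highest mean at 120 days. Among 866 tested genes of the module, 78 were called higher and 7 lower at 120 days than in the other 5 stages (edgeR), with a median log2 fold change of 0.42. Of the 183 genes called at 120 days in the whole table, 6 stayed called without 120 days replicate 1 and 36 without 120 days replicate 3. These genes were grouped on the same libraries, so the counts are not independent evidence of a stage effect.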

The correlation in module-stage relationship was displayed as a heatmap (Figure 3C). Among these modules, turquoise (0.95, p = 6e-09), red (0.87, p = 6e-06), pink (0.64, *p* = 0.006), paleturquoise (0.58, *p* = 0.02), darkorange (0.59, *p* = 0.01), and darkgreen (0.68, *p* = 0.003) module had the highest correlation coefficient with 60, 120, 180, 240, 300, and 360 days, respectively. 

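The leading pattern of the turquoise genes was highest in the pigs of 60 days, that of the red genes in the pigs of 120 days, and that of the darkorange genes in 1 pig of 300 days. The eigengene, the first principal component of a module's genes, was recomputed from the FPKM values of the genes that Table S8 lists, and 6 relations were tested. For turquoise (376 genes matched, 57.5% of their variance) it averaged 0.474 ± 0.015 at 60 days (SD, n = 3) and correlated with that stage at r = 0.90 (exact permutation p = 0.00123, adjusted p = 0.00246; Spearman rho = 0.646, permutation p = 0.00245). For red (433 genes) it averaged 0.45 ± 0.208 at 120 days, with r = 0.854 (exact permutation p = 0.00123, adjusted p = 0.00246; rho = 0.646, permutation p = 0.00245). The study formed the modules and related them to stages on these same libraries, so the p-values are not independent evidence of a stage effect. The p of 0.00123 is the smallest that the 816 choices of 3 libraries allow. For pink (367 genes) r with 180 days was 0.585 (exact permutation p = 0.0123, adjusted p = 0.0185; rho = 0.589, permutation p = 0.0098), and the mean there 0.309 ± 0.15. For darkorange (33 genes) r with 300 days was 0.51 (exact permutation p = 0.0625, adjusted p = 0.0711; rho = 0.273, permutation p = 0.301), with 0.84 in replicate 1 against 0.095 and -0.128 in replicates 2 and 3. For paleturquoise (26 genes) r with 240 days was -0.425 (exact permutation p = 0.0711, adjusted p = 0.0711; rho = -0.417, permutation p = 0.1). Without the 2 libraries farthest from the median of each eigengene, r was 0.78 for turquoise (without 60 days replicates 1 and 3), 0.596 for red (without 120 days replicates 1 and 3), 0.515 for pink and -0.298 for paleturquoise. For darkorange it was 0.062 (without 300 days replicate 1 and 120 days replicate 3), and it was 0.077 without 300 days replicate 1 alone. Pink lost its call without 180 days replicate 1 (0.475) or 180 days replicate 2 (0.469). Paleturquoise turned to 0.59 when the eigengene used only symbols that match a single locus and to 0.075 with the mean of z-scores.

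**Figure D2:**
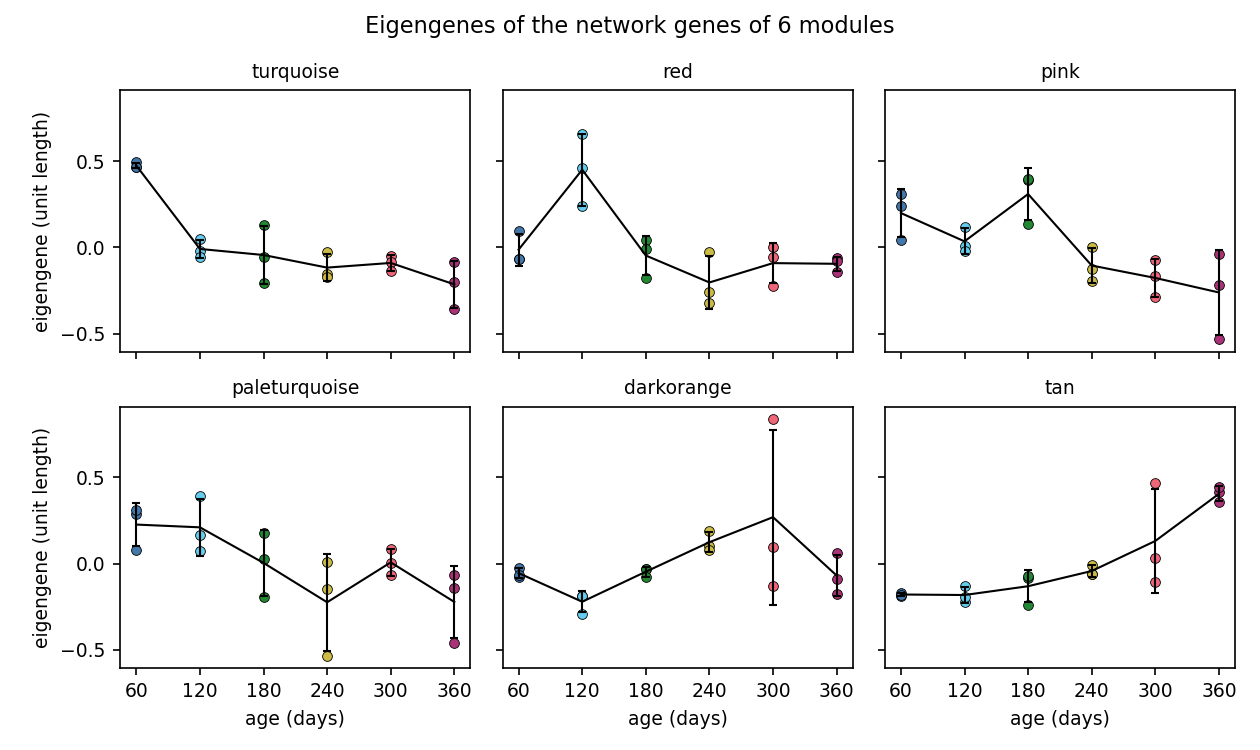
Eigengene of each module (vertical axis, no unit) in the 18 libraries, by stage in days, with 1 point per library. The turquoise points of 60 days lie above all others, while darkorange has a single high point of 0.84 at 300 days.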

Meanwhile, the correlation of modules with traits was presented in Figure 3D, and tan (0.77, p = 3e-04), black (0.71, *p* = 0.001) and turquoise (0.80, p = 1e-04) had strong correlation with backfat thickness, adipocyte area, and adipocyte number, respectively.

**FIGURE 3:**
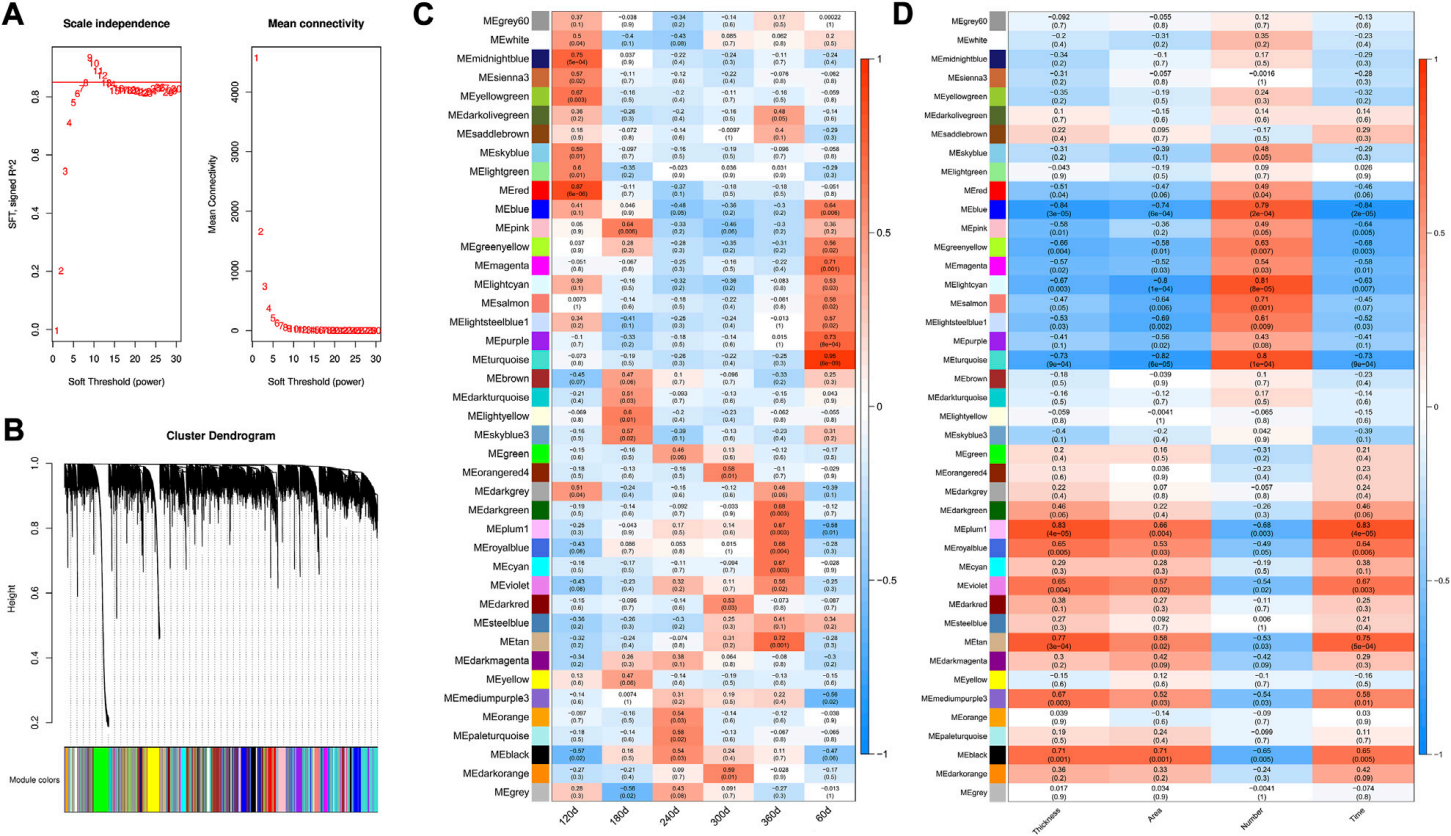
Weighted gene co-expression network construction. **(A)** Determination of best soft-threshold β for WGCNA. The red line corresponding to 0.85. Nine is selected based on the consideration of both scale independence and mean connectivity. SFT means scale free topology. **(B)** Clustering tree (dendrogram) defined by WGCNA representing the co-expression modules. Branches of the dendrogram correspond to gene modules labeled with different colors **(C)** Heatmap of correlation coefficient between genes modules and developmental stages. **(D)** Heatmap of correlation coefficient between genes modules and traits. Thickness: backfat thickness; Area: adipocyte area; Number: adipocyte number. Red indicated a strong positive association, and blue indicated a strong negative correlation. The numbers in brackets represent the p-value between gene module and developmental stage/trait.

### Functional enrichment of genes in modules

The GO analysis and KEGG enrichment were performed for the genes in the turquoise, red, pink, paleturquoise, darkorange and darkgreen modules in module-stage relationship, respectively. The result of GO analysis was illustrated in Figure S1; Supplementary Table S5. The comprehensive content about the KEGG enriched pathways was exhibited in Supplementary Table S6, and the top 20 significantly enriched pathways were shown in Figures 4A–F, respectively. 

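At 60 days 239 genes were higher and 185 lower than the mean of the other 5 stages (edgeR, n = 3 pigs per stage), with PCK1, IGF1 and KDR among the higher and LEP among the lower. PCK1, the enzyme that feeds glycerol synthesis in fat cells (MSTRG.10108, chromosome 17, 57930356 to 57938817), was at 64.0 ± 32.0 FPKM (SD) and at 3.50 FPKM at 360 days, with a log2 fold change of 2.86 (standard error 0.497, adjusted p = 0.00409). IGF1, a growth factor gene (MSTRG.16794, chromosome 5, 81776406 to 81858964), was at 13.8 ± 2.31 FPKM against 2.39 ± 1.9 at 360 days (log2 fold change 1.89, standard error 0.25, adjusted p = 0.000868). KDR, the main VEGF receptor of endothelium (MSTRG.21104, chromosome 8, 41808753 to 41856379), was at 40.1 ± 5.82 FPKM (log2 fold change 1.06). LEP, which encodes leptin (MSTRG.10498, chromosome 18, 20064049 to 20123962), was at 1.08 ± 0.321 FPKM against 19.7 ± 3.17 at 240 days (log2 fold change -3.26, standard error 0.53, adjusted p = 0.00271). PNPLA3 was lower by a log2 fold change of -3.03. Of 35 genes of fatty acid degradation 23 had higher means and 2 were called (median 0.16, camera adjusted p = 0.00994, adjusted p = 0.768 with an estimated correlation). Of 21 genes of fatty acid and triglyceride synthesis 13 had higher means (median 0.115, camera adjusted p = 0.314). Higher means were also found for 17 of 20 genes of biosynthesis of unsaturated fatty acids (median 0.35, camera adjusted p = 0.000903, adjusted p = 0.339 with an estimated correlation) and 17 of 21 of fatty acid elongation (median 0.35, camera adjusted p = 0.00409, adjusted p = 0.346 with an estimated correlation). In the sphingolipid signaling pathway 67 of 93 genes had lower means and 2 were called lower (median -0.13, camera adjusted p = 0.00157, adjusted p = 0.339 with an estimated correlation). Glycerolipid metabolism did not pass (46 genes, median 0.00, mean -0.09, camera adjusted p = 0.718), nor did glycerophospholipid metabolism (68 genes, camera adjusted p = 0.717). Camera asks whether all measured genes of a pathway shift at a stage. The paper asks whether a pathway is enriched among the genes of a module, which these values do not test. All 15 immediate early genes were lower (median -0.93, camera adjusted p = 1.12e-09, adjusted p = 0.339 with an estimated correlation), 4 of them by the test over all genes and 7 when adjusted over the list alone. All 14 preadipocyte genes were lower (median -0.46, camera adjusted p = 0.00782, adjusted p = 0.708 with an estimated correlation). Of 16 cell cycle genes 15 were higher (median 0.53, camera adjusted p = 0.0153, adjusted p = 0.708 with an estimated correlation), and over the 18 found in the table FPKM summed to 27.3, 45.0 and 26.4 at 60 days and to 19.2 to 29.6 in the other 15 libraries. Calls numbered 250 without 60 days replicate 1, 183 without 60 days replicate 2 and 232 without 60 days replicate 3, and the 4 immediate early calls became 2, 1 and 2 in that order. KDR was not called without 60 days replicate 3. Leaving out the 7 libraries low in Y-linked genes, a setting added after the values were seen, keeps 1 pig of 60 days, so that the spread comes from the other stages. In it 19 genes were called, and PCK1, IGF1, LEP and PNPLA3 had log2 fold changes of 2.23, 1.95, -2.71 and -2.465 (edgeR adjusted p = 0.118, 0.131, 0.0549 and 0.148).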

The turquoise module, which was related to 60 days, was enriched with 306 pathways, of which 245 pathways were noticeably enriched, such as fatty acid degradation, glycerolipid metabolism, glycerophospholipid metabolism, fatty acid elongation, biosynthesis of unsaturated fatty acids, ether lipid metabolism, alpha-linolenic acid metabolism, sphingolipid signaling pathway, non-alcoholic fatty liver disease, fat digestion and absorption, adipocytokine signaling pathway, regulation of lipolysis in adipocyte, bile secretion, and cholesterol metabolism. 

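Collagens and their receptors made up the clearest pathway of the red genes. Of the 240 red genes with a pathway, among 4711 genes that could have been drawn, 12 belong to ECM-receptor interaction (2.60 expected, odds ratio 5.98, Fisher's exact p = 6.25e-06, adjusted p = 6.25e-05 over 10 pathways). Another 10 belong to protein digestion and absorption, a pathway whose members include many collagens (2.39 expected, odds ratio 5.21, Fisher's exact p = 9.52e-05, adjusted p = 0.000476). Sphingolipid metabolism held 6 red genes (1.73 expected, Fisher's exact p = 0.00663, adjusted p = 0.0166), and the PI3K-Akt pathway 21 (11.7 expected, adjusted p = 0.0166). Glycerolipid metabolism (4 red genes, 2.29 expected, adjusted p = 0.244 by Fisher's exact test), glycerophospholipid metabolism (6, with 3.52 expected, adjusted p = 0.23), ether lipid metabolism (3, with 1.48 expected), focal adhesion (12, with 7.29 expected, adjusted p = 0.119), arachidonic acid metabolism (3, with 1.68 expected) and regulation of lipolysis (3, with 1.73 expected) did not pass. At 120 days 9 of 46 measured genes of protein digestion and absorption were called higher than in the other 5 stages and 0 lower by edgeR (median log2 fold change 0.24, camera adjusted p = 5.47e-06, adjusted p = 0.0797 with an estimated correlation). Of 12 endothelial genes 10 were lower (median -0.57, camera adjusted p = 2.93e-08, adjusted p = 0.0797 with an estimated correlation). SOX17, a transcription factor of arteries (MSTRG.14978, chromosome 4, 76850143 to 76857176), passed the test at 1.04 ± 0.242 FPKM (SD, n = 3), with a log2 fold change of -1.28. All 20 oxidative phosphorylation genes were lower (median -0.28, camera adjusted p = 9.35e-06, adjusted p = 0.59 with an estimated correlation). SOX17 was no longer called when any 1 of the 3 libraries of 120 days was left out.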

A total of 121 terms were distinctly enriched in red module, and the KEGG pathways included glycerolipid metabolism, glycerophospholipid metabolism, ether lipid metabolism, sphingolipid metabolism, arachidonic acid metabolism, and regulation of lipolysis in adipocyte. The pink module correlated to 180 days were enriched in 152 significant pathways. For example, sphingolipid metabolism, sphingolipid signaling pathway, non-alcoholic fatty liver disease, and adipocytokine signaling pathway were all connected with lipid metabolism. 

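At 180 days genes of skeletal muscle stood out, in 1 library. All 10 measured muscle genes had higher means than in the other 5 stages (median log2 fold change 4.01, camera adjusted p = 2.05e-07, adjusted p = 0.524 with an estimated correlation), with 9 passing when adjusted over the list alone. Over the 14 muscle genes found in the table, FPKM summed to 510 in 180 days replicate 1, 261 in 120 days replicate 2 and 47.9 in 240 days replicate 1, against 6.23 to 23.0 in the other 15 libraries. ACTA1, the actin of skeletal muscle fibres (MSTRG.7263, chromosome 14, 60412628 to 60417602), was at 147, 82.8 and 16.9 FPKM in these 3 libraries. Among the pathways, non-alcoholic fatty liver disease, which holds many mitochondrial genes, had 83 of 119 genes higher (median 0.13, camera adjusted p = 0.00216, adjusted p = 0.612 with an estimated correlation). Sphingolipid metabolism (35 genes, median -0.01, camera adjusted p = 0.876), the sphingolipid signaling pathway (93 genes, median -0.02, camera adjusted p = 0.53) and the adipocytokine signaling pathway (52 genes, median -0.09, camera adjusted p = 0.0915) did not pass. These are shifts of whole pathways, and the paper's enrichment among the pink genes was not tested. Of 21 genes of fatty acid and triglyceride synthesis 17 were higher (median 0.21, camera adjusted p = 6.49e-05, adjusted p = 0.543 with an estimated correlation). All 3 libraries of 180 days were low in Y-linked genes, so the stage cannot be told apart from that difference. At any fold change 2125 genes had an unadjusted edgeR p under 0.05 at 180 days, where 973.5 are expected if no gene differs. For single genes edgeR gave 0 calls at 180 days, beside 408 genes with an unadjusted p under 0.05 and the required fold change, 108 calls by DESeq2 and 0 by limma or limma-voom. The count was 4 without 180 days replicate 1, 3 without 180 days replicate 2, 2 without 120 days replicate 2 and 1 without 120 days replicate 3 or 360 days replicate 1.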

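At 240 days transcripts of the liver were the group farthest from the other stages, and they came from 1 library of that stage. All 12 measured liver genes had higher means (median log2 fold change 5.31, camera adjusted p = 3.69e-12, adjusted p = 0.431 with an estimated correlation), with 11 passing when adjusted over the list alone. Over the liver genes found in the table, FPKM summed to 1220 in 240 days replicate 2 and 758 in 300 days replicate 2, against 9.35 to 34.5 in the other 16 libraries. ALB, serum albumin (MSTRG.21257, chromosome 8, 69531487 to 69681699), was at 166 FPKM in the first and 168 FPKM in the second of these. TTR, a carrier of thyroid hormone (MSTRG.18843, chromosome 6, 115496179 to 115505219), was at 41.1 and 13.7 FPKM. Of 28 matrix genes 23 were lower at 240 days (median -0.45, camera adjusted p = 8.31e-08, adjusted p = 0.468 with an estimated correlation), with sums of 3710, 1730 and 1790 FPKM, of which replicate 1 lies above the median of the 18 libraries (3070). All 15 immediate early genes were higher (median 0.52, camera adjusted p = 9.26e-08, adjusted p = 0.393 with an estimated correlation). Of 26 genes of steroid hormone biosynthesis 18 were higher (median 0.49, camera adjusted p = 0.0122, adjusted p = 0.749 with an estimated correlation), with 8 higher and 1 lower when adjusted over the list alone. How far 240 days replicate 2, the library of this stage with liver transcripts, carries that rise was not tested. Arachidonic acid metabolism did not pass (34 genes, median 0.15, camera adjusted p = 0.341). Enrichment among the paleturquoise genes, which the paper reports, is another question and was not tested. At any fold change 2088 genes had an unadjusted edgeR p under 0.05 at 240 days, where 973.5 are expected if no gene differs. By edgeR 0 single genes were called at 240 days, beside 452 genes with an unadjusted p under 0.05 and the required fold change, 102 calls by DESeq2, 7 by limma-voom with library weights and 0 by limma with a pseudocount of 0.1. The count was 73 without 300 days replicate 2, 48 without 240 days replicate 1, 5 without 300 days replicate 3, 4 without 120 days replicate 2 and 3 without 360 days replicate 1. It was 2 without 60 days replicate 1 or 120 days replicate 3, and 1 without 60 days replicate 2, 60 days replicate 3, 240 days replicate 2 or 240 days replicate 3.

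**Figure D3:**
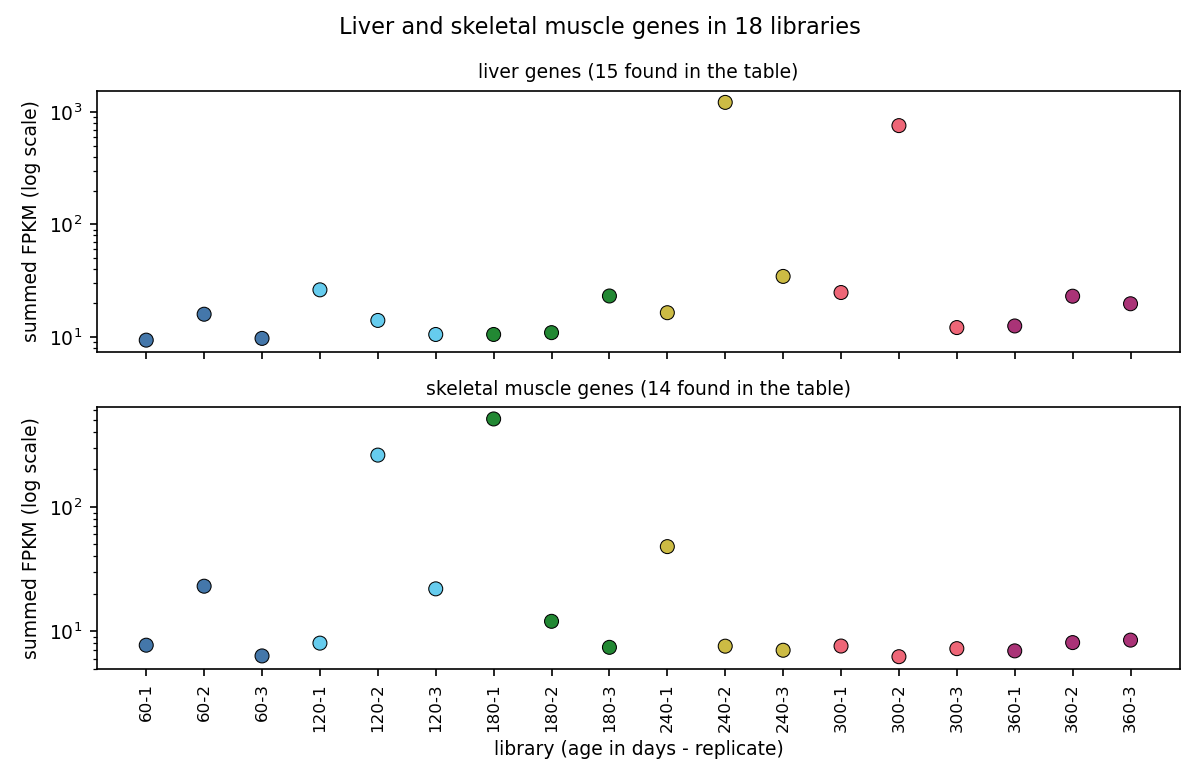
Summed FPKM (log axis) of the liver genes and of the skeletal muscle genes found in the table, in each of the 18 libraries by stage in days. The liver sum is highest in 240 days replicate 2 (1220) and 300 days replicate 2 (758), and the muscle sum in 180 days replicate 1 (510) and 120 days replicate 2 (261).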

There were 60 KEGG pathways in the paleturquoise module, of which 30 were remarkably enriched, including steroid hormone biosynthesis and arachidonic acid metabolism. 

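Of 16 genes of the cell cycle 15 were below the mean of the other 5 stages at 300 days (median log2 fold change -0.44, camera adjusted p = 3.09e-05, adjusted p = 0.623 with an estimated correlation). Muscle genes summed to 7.59, 6.23 and 7.23 FPKM at 300 days, near the median of the 18 libraries (7.86). All 10 measured had lower means (median -3.20, camera adjusted p = 0.00619, adjusted p = 0.66 with an estimated correlation) against stages that include 180 days replicate 1 (510 FPKM) and 120 days replicate 2 (261 FPKM). The 12 liver genes were higher (median 4.54, camera adjusted p = 1.58e-07, adjusted p = 0.623 with an estimated correlation), carried by replicate 2. The 10 genes of fatty acid biosynthesis did not pass (median 0.04, camera adjusted p = 0.389). Sphingolipid metabolism (35 genes, median 0.01 while the test points down, camera adjusted p = 0.934), steroid hormone biosynthesis (26 genes, median 0.35, camera adjusted p = 0.0543) and the sphingolipid signaling pathway (93 genes, median 0.02, camera adjusted p = 0.272) did not pass either. Whether these pathways are enriched among the darkorange genes, as the paper reports, was not tested. For single genes, 3 were higher and 0 lower by edgeR. Among them is NRCAM, a neuronal adhesion molecule (log2 fold change 4.03, adjusted p = 0.0262), named after its values were seen. DESeq2 gave 35 calls and limma and limma-voom 0, and 357 genes had an unadjusted p under 0.05 with the required fold change. At any fold change 1298 genes had such an edgeR p, where 973.5 are expected if no gene differs. The 3 calls became 31 without 240 days replicate 2, 5 without 120 days replicate 3 and 0 without 60 days replicate 3, 120 days replicate 1, 180 days replicate 1 or 360 days replicate 2. Without 300 days replicate 3, 3 genes were called and 0 of them were among these 3, so NRCAM was lost, and without 300 days replicate 1 or 300 days replicate 2, 1 of the 3 stayed.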

The darkorange module correlated to 300 days was strikingly enriched in 50 terms, of which fatty acid biosynthesis, sphingolipid metabolism, steroid hormone biosynthesis, and sphingolipid signaling pathway were detected. 

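At 360 days 191 genes were higher and 59 lower than the mean of the other 5 stages (edgeR, n = 3 pigs per stage), with 9 immediate early genes, 3 macrophage genes and LEP among the higher. FOSB, a subunit of the AP-1 transcription factor (MSTRG.17761, chromosome 6, 51837689 to 51847951), was at 59.0 ± 22.4 FPKM (SD) against 5.76 at 120 days, a log2 fold change of 2.10 (standard error 0.257, adjusted p = 0.000923). ZFP36, which destabilises cytokine mRNAs (MSTRG.17622, chromosome 6, 48052137 to 48066501), was at 31.5 ± 6.26 FPKM (log2 fold change 1.52, standard error 0.203, adjusted p = 0.00174). INHBB, a subunit of activin that fat cells secrete (MSTRG.8129, chromosome 15, 30996208 to 31004861), was at 4.57 ± 0.829 FPKM (log2 fold change 2.14, adjusted p = 0.00384). All 15 immediate early genes were higher (median 1.25, camera adjusted p = 3.35e-20, adjusted p = 0.0627 with an estimated correlation), 9 of them by the test over all genes and 10 when adjusted over the list alone. All 15 macrophage genes were higher (median 0.75, camera adjusted p = 8.39e-11, adjusted p = 0.102 with an estimated correlation). LYZ, TYROBP and MSR1, a lysozyme, a signaling adaptor and a scavenger receptor, passed the test with log2 fold changes of 1.49, 1.17 and 1.26. SLC25A1, which exports citrate for fatty acid synthesis (4.73 ± 1.73 FPKM), and AACS, which activates acetoacetate for the same use, were lower (log2 fold changes -1.10 and -1.07). The sphingolipid signaling pathway had 67 of 93 genes higher and 3 called (median 0.14, camera adjusted p = 3.05e-05, adjusted p = 0.102 with an estimated correlation). The adipocytokine signaling pathway had 2 called of 52 (median 0.14, camera adjusted p = 0.00182, adjusted p = 0.545 with an estimated correlation). Sphingolipid metabolism (35 genes, median 0.10, camera adjusted p = 0.35), fatty acid degradation (35 genes, median 0.01 while the test points down, camera adjusted p = 0.69) and fatty acid biosynthesis (10 genes, median -0.17, camera adjusted p = 0.484) did not pass. Nor did primary bile acid biosynthesis (13 genes, median -0.16, camera adjusted p = 0.595) and steroid biosynthesis (16 genes, median -0.09, camera adjusted p = 0.414). Camera takes all measured genes of a pathway, so the paper's enrichment among the darkgreen genes was not tested. Without 360 days replicate 3, 43 genes were called, with 5 of the 9 immediate early genes and 0 of the 3 macrophage genes, and LEP was not called. Without 360 days replicate 2, 1 of the 3 macrophage genes was called, SLC25A1 and AACS were lost without either of these libraries, and without 360 days replicate 1, 389 genes were called.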

The darkgreen module was enriched with 127 pathways, of which 50 pathways were significantly enriched, such as sphingolipid metabolism, fatty acid degradation, fatty acid biosynthesis, primary bile acid biosynthesis, steroid biosynthesis, sphingolipid signaling pathway, and adipocytokine signaling pathway.

**FIGURE 4:**
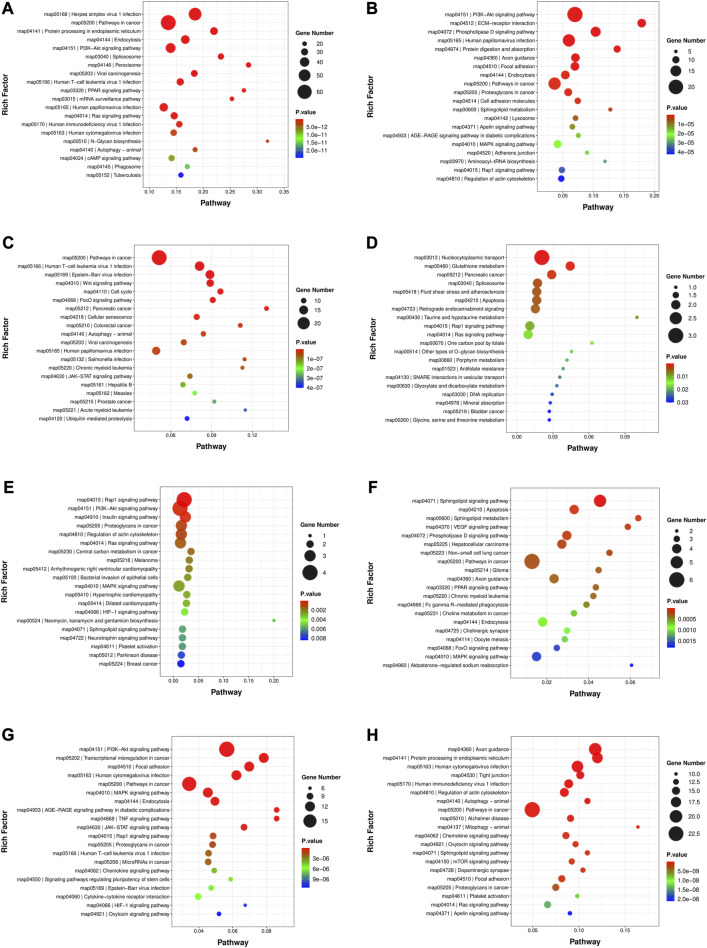
The top 20 significantly enriched KEGG pathways in developmental stage related and trait related modules. **(A)** Turquoise module. **(B)** Red module. **(C)** Pink module. **(D)** Paleturquoise module. **(E)** Darkorange module. **(F)** Darkgreen module. **(G)** Tan module. **(H)** Black module.

Furthermore, the GO analysis (Supplementary Figure S1; Supplementary Table S5) and KEGG enrichment of genes in module-trait relationship were also carried out. As exhibited in Figure 4; Supplementary Table S7, in the notably KEGG enriched pathways related to lipid metabolism, the tan module (Figure 4G) was involved in sphingolipid signaling pathway, regulation of lipolysis in adipocytes and adipocytokine signaling pathway; the black module (Figure 4H) were associated with glycerophospholipid metabolism, arachidonic acid metabolism, fatty acid degradation, glycerolipid metabolism, fatty acid elongation, adipocytokine signaling pathway, and regulation of lipolysis in adipocytes; the turquoise module (Figure 4A) was the same as that in module-stage relationship.

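With age 11 of 15 immediate early genes and LEP rose, while IGF1 and PCK1 fell. Over 300 days FOS, the AP-1 subunit whose induction marks stimulated cells (MSTRG.20584, chromosome 7, 98449508 to 98458622), rose by 2.50 on the log2 scale, from 24.0 ± 2.49 FPKM at 60 days to 109 ± 19.3 at 360 days (SD, n = 3). EGR1, a transcription factor of the same response (MSTRG.12592, chromosome 2, 140440735 to 140471827), rose from 13.7 ± 0.847 to 42.7 ± 7.70 FPKM (trend 1.91, standard error 0.219, edgeR adjusted p = 5.31e-05). ZFP36 rose from 7.93 ± 0.0546 FPKM at 60 days (trend 2.31, standard error 0.253, edgeR adjusted p = 3.25e-05). LEP had the largest trend of the named genes (4.69, standard error 0.822, edgeR adjusted p = 0.00159). VWF, a clotting factor made by endothelium (MSTRG.16623, chromosome 5, 64517285 to 65002898), rose from 14.5 ± 2.89 to 29.0 ± 3.27 FPKM (trend 1.18). PCK1 fell by 3.37 and IGF1 by 1.97 over the same span while IGFBP2 and IGFBP4, which bind its product, rose by 1.78 and 1.36. In all 499 genes rose and 434 fell with age. The edgeR fit along age counts libraries as independent, although the 3 pigs of a stage are full sibs, so its p-values can be too small. Without the 7 libraries low in Y-linked genes, a setting added after the values were seen that keeps 11 libraries, the trends of LEP, IGF1 and IGFBP4 were 4.803, -1.64 and 1.16 (edgeR, each with an adjusted p over 0.05). All 15 immediate early genes had a positive trend and 11 were called (median 1.70, camera adjusted p = 5.07e-19, adjusted p = 0.0508 with an estimated correlation). In the sphingolipid signaling pathway 66 of 93 genes had a positive trend (median 0.18, 7 called up and 1 down, camera adjusted p = 4.62e-05, adjusted p = 0.106 with an estimated correlation). In regulation of lipolysis in adipocytes 2 of 34 genes were called up and 1 down (median 0.26, camera adjusted p = 0.00635, adjusted p = 0.436 with an estimated correlation). In the adipocytokine signaling pathway 2 of 52 were called up and 2 down (median 0.21, camera adjusted p = 0.00228, adjusted p = 0.353 with an estimated correlation). The tan eigengene (229 genes matched) correlated with age at r = 0.816 (permutation p = 1e-05, the smallest that 100000 resamples give, adjusted p = 6e-05; rho = 0.831, permutation p = 0.00012) and at 0.822 without 60 days replicates 1 and 2. The resamples shuffle libraries as if independent, while the 3 pigs of a stage are full sibs of 1 age, so these p-values are too small. The study also formed the tan module on these same libraries. In tan, 31 genes rose with age while 0 fell by edgeR. Backfat thickness, adipocyte area and adipocyte number are not in the deposited table, so the relations to traits were not recomputed.

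**Figure D4:**
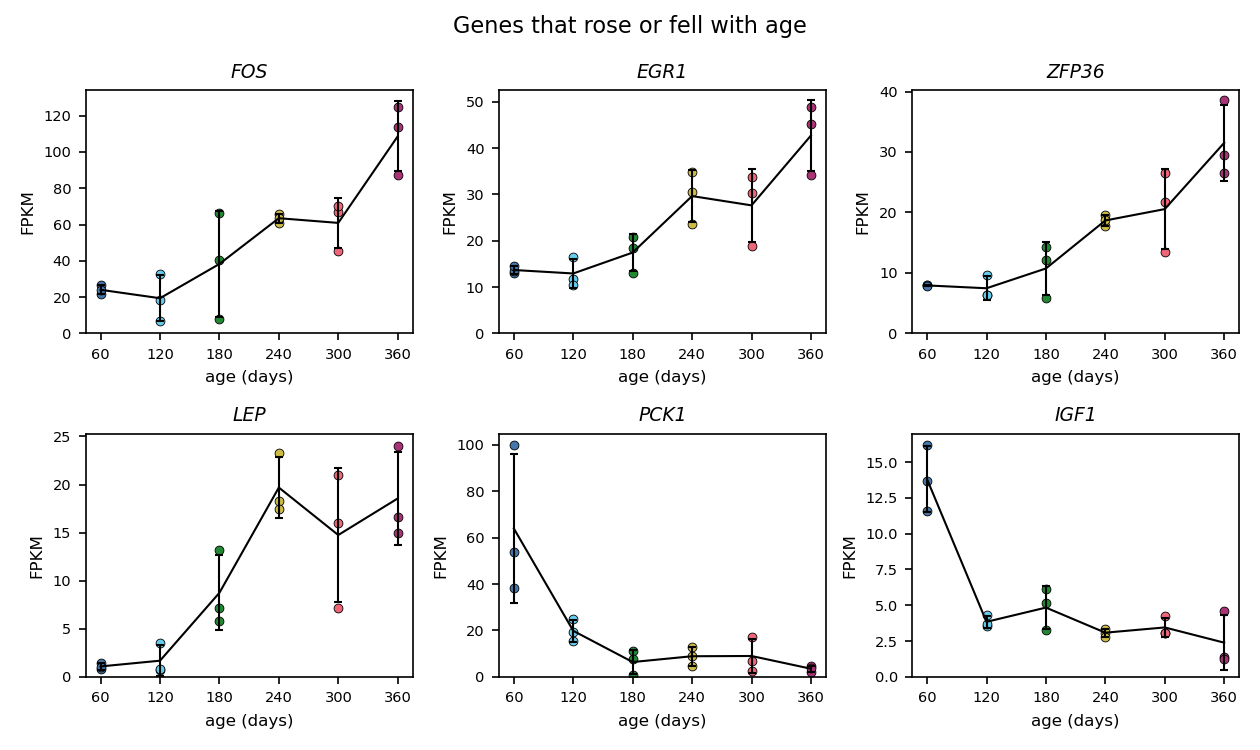
FPKM of FOS, EGR1, ZFP36, LEP, PCK1 and IGF1 (vertical axes) against age in days, with 1 point per library and the mean of each stage. FOS goes from 24.0 FPKM at 60 days to 109 FPKM at 360 days, while PCK1 goes from 64.0 to 3.50 FPKM.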

### Network analysis and hub genes identification

In order to research the interaction of genes in each module based on module-stage and module-trait relationship, the gene co-expression network was constructed by cytoscape software. And the connectivity between genes in each module was listed in Supplementary Table S8. The gene co-expression network with 364 nodes and 741 edges, 470 nodes and 1,100 edges, 380 nodes and 1,051 edges, 27 nodes and 21 edges, 40 nodes and 35 edges, and 54 nodes and 56 edges in turquoise, red, pink, paleturquoise, darkorange, and darkgreen module, respectively. In addition, the gene co-expression network with 238 nodes and 557 edges and 498 nodes and 1,427 edges in tan and black module. After removing the isolated nodes and node pairs, the gene co-expression network in module was visualized. The top 10% connectivity genes in turquoise, red and pink module and all connectivity genes in paleturquoise, darkorange and darkgreen module with the greatest number of edges were considered as hub genes (Figures 5A–F). 

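Among the hub genes of turquoise, 4 were called at 60 days, and ACSL1, an enzyme that activates fatty acids, is among them. Of 47 turquoise hubs with 8 to 19 edges in Table S8, 39 of 45 tested had higher means at 60 days, and ACADL, which starts the oxidation of long chains, had the most edges (19). The 66 red hubs had 9 to 36 edges, with FN1 at 36, and of 58 tested 42 had higher means at 120 days and 9 were called. COL1A1, COL1A2, COL5A1 and COL6A3, chains of fibrillar and beaded collagens, and NT5E were among the 9. Without 120 days replicate 1 these 4 collagens lost their calls and NT5E kept its call (log2 fold change 1.80, edgeR adjusted p = 0.0454). Of 50 pink hubs 37 of 43 tested had higher means at 180 days, of paleturquoise hubs 13 of 26 tested at 240 days, and of 40 darkorange hubs, led by ITGB1 with 6 edges, 28 of 33 at 300 days. By edgeR 0 of the hubs of pink, paleturquoise or darkorange passed, at stages where a test of all genes gave few calls or none. In tan, RAC1, ITGB3 and PTK2B had the most edges (27 each) and 3 of 24 tested hubs rose with age. Hubs were taken here after the rule the paper states, the 10% of genes with the most edges in Table S8 (all genes for paleturquoise and darkorange). Genes tied at the cut were all kept, which gave 47 of 389 nodes in turquoise, 66 of 493 in red and 50 of 413 in pink. The paper counts fewer nodes in these 3 networks, so the hubs here can differ from those it names. The study grouped the genes into modules on the same libraries.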

And the top 10% connectivity genes in tan and black module with the greatest number of edges were also regarded as hub genes (Figure 6).

**FIGURE 5:**
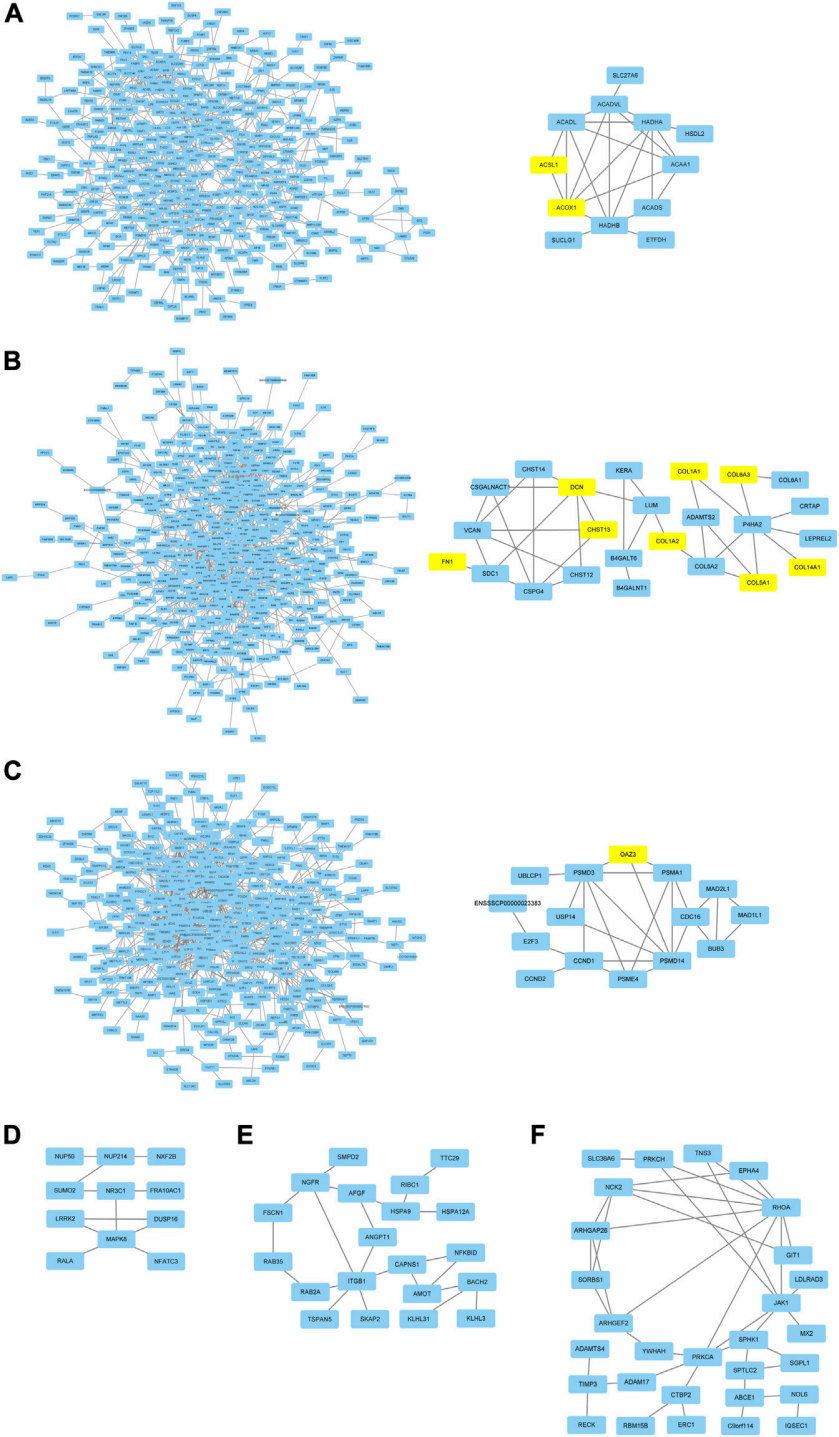
Gene co-expression networks and hub genes in developmental stage related modules. **(A)** Network (left) and hub genes (right) in turquoise module. **(B)** Network (left) and hub genes (right) in red module. **(C)** Network (left) and hub genes (right) in pink module. **(D)** hub genes in paleturquoise module. **(E)** hub genes in darkorange module. **(F)** hub genes in darkgreen module. The yellow rectangles represented DEGs.

**FIGURE 6:**
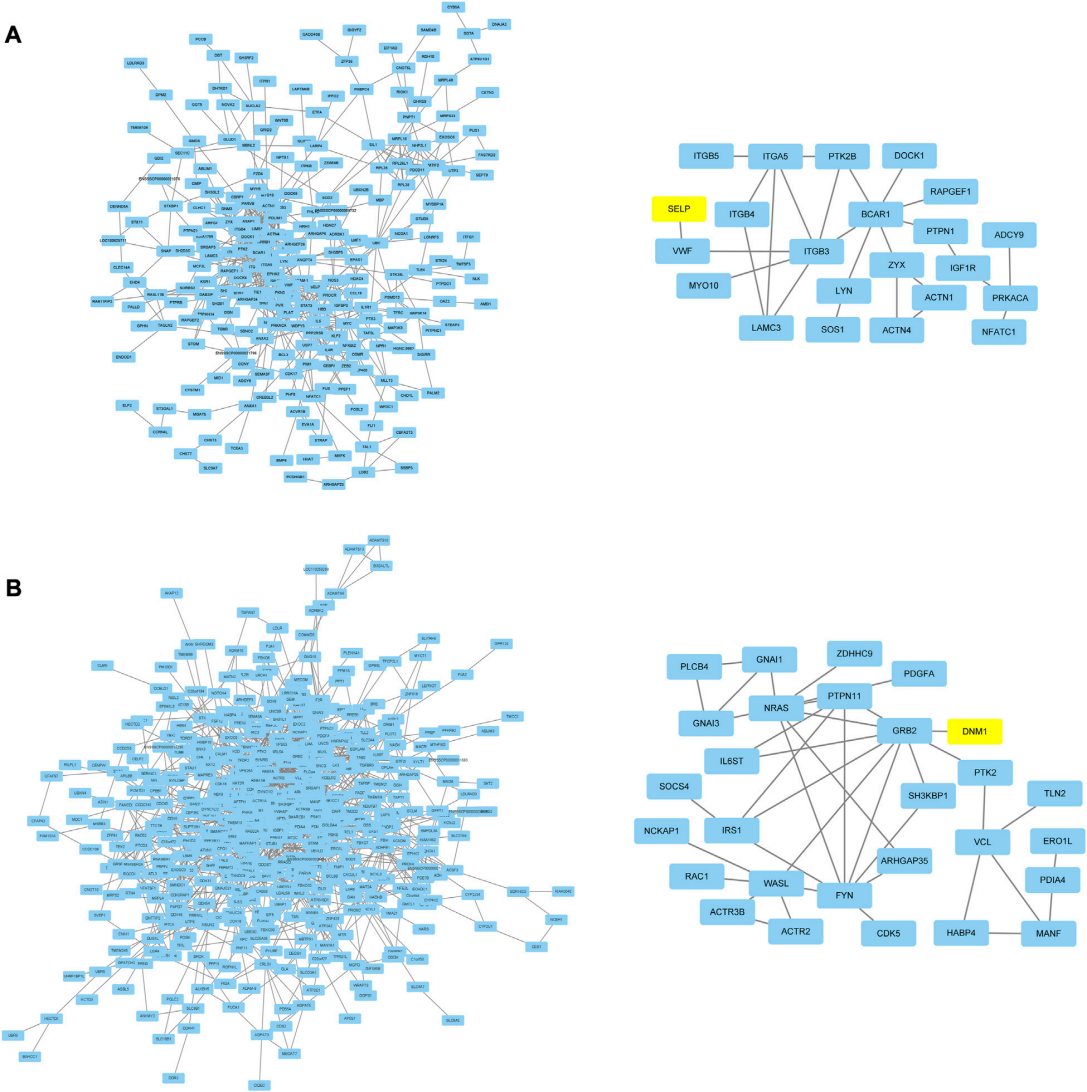
Gene co-expression networks and hub genes in trait related modules. **(A)** Network (left) and hub genes (right) in tan module. **(B)** Network (left) and hub genes (right) in black module. The yellow rectangles represented DEGs.

### QPCR validation of DEGs and hub genes

Thirteen DEGs and hub genes from 8 modules were selected for validation by QPCR analysis, including *ACSL1*, *ACOX1*, *FN1*, *DCN*, *CHST13*, *COL1A1*, *COL1A2*, *COL6A3*, *COL5A1*, *COL14A1*, *OAZ3*, *DNM1*, and *SELP*. 

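Of the 13 genes, the 10 whose stage the paper's text names had their highest mean FPKM at that stage in the deposited table. The paper plots FPKM from these same libraries beside its QPCR values, so the match is not an independent check. At 120 days COL1A2, a chain of type I collagen (MSTRG.22539, chromosome 9 of Sscrofa11.1, 74174220 to 74210414), was at 1117 ± 218 FPKM (SD, n = 3 pigs) against 490.5 ± 170 at 60 days. FN1, fibronectin (MSTRG.8766, chromosome 15, 117657745 to 117731028), was at 226 ± 77.8 FPKM against 67.6 ± 19.4 at 60 days. CHST13, which adds sulfate to chondroitin (MSTRG.5588, chromosome 13, 73349817 to 73374678), was at 2.01 ± 0.265 FPKM at 120 days. DCN, the proteoglycan decorin (MSTRG.16883, chromosome 5, 91678357 to 91714872), was at 128 ± 30.1 FPKM against 48.0 ± 10.0 at 60 days, and its log2 fold change between these stages was 1.5 (standard error 0.239, edgeR adjusted p = 0.04). Against the other 5 stages, FN1 (log2 fold change 1.26, standard error 0.314, edgeR adjusted p = 0.0549) and CHST13 (0.78, edgeR adjusted p = 0.0904) did not pass. DCN lost its call between 60 and 120 days without any 1 of the 6 libraries of these stages. The QPCR values are not in the deposited table.

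**Figure D5:**
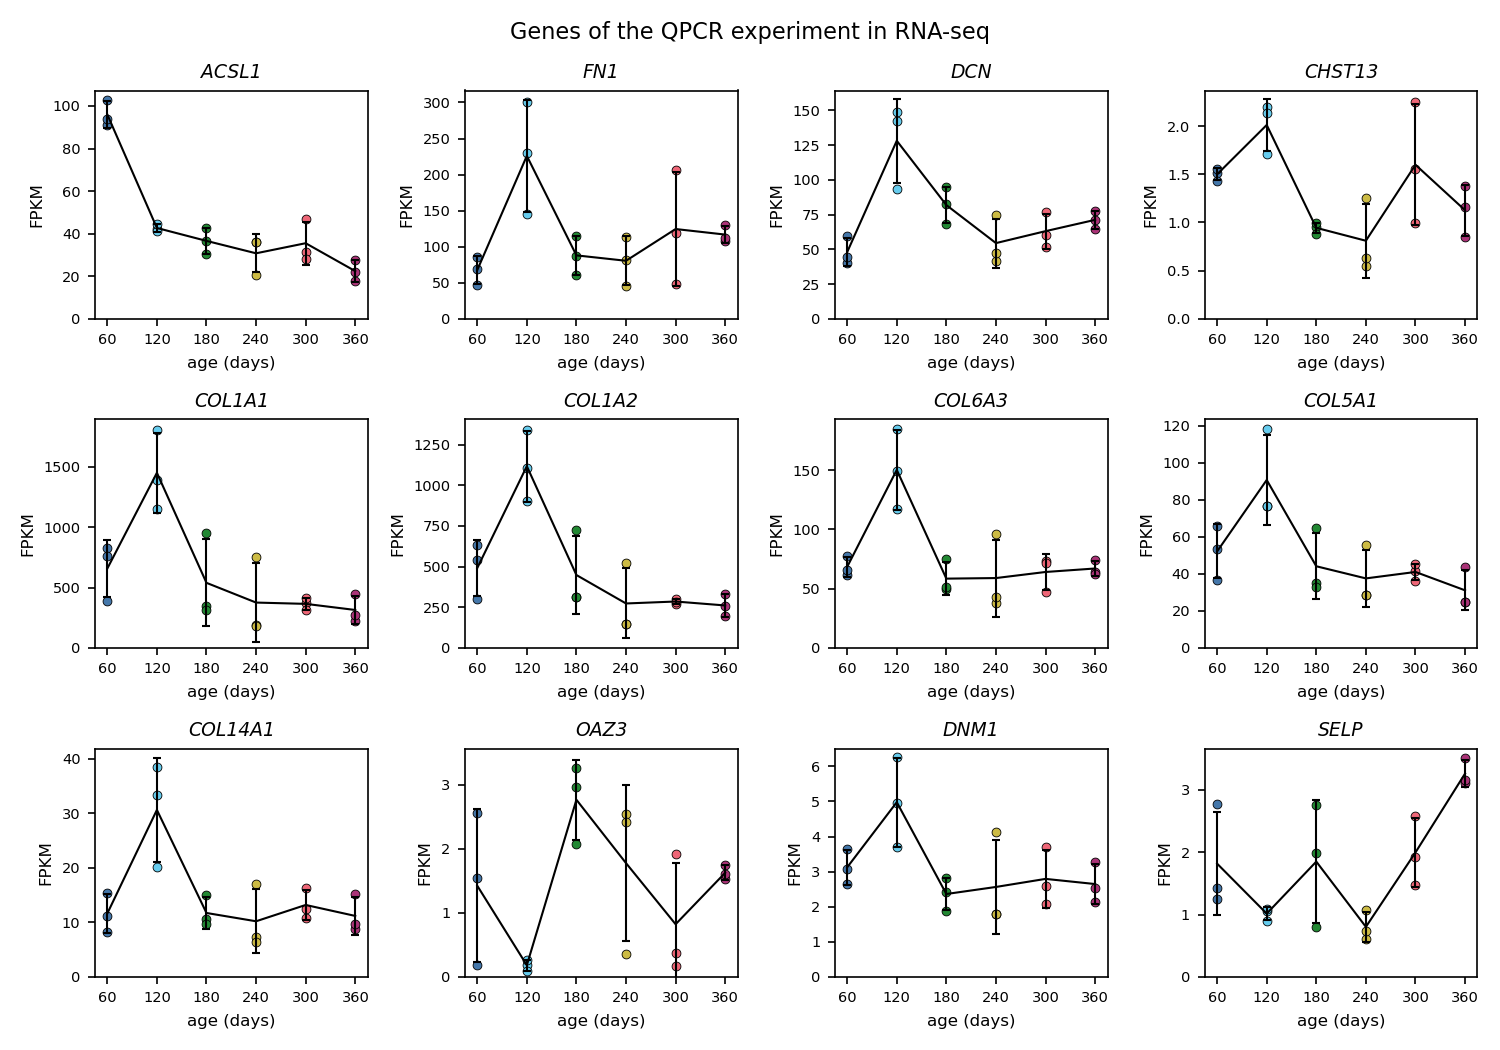
FPKM of genes of the QPCR experiment (vertical axes) by stage in days, with 1 point per library and the mean of each stage. The collagen genes, DCN and FN1 peak at 120 days, with COL1A2 at a mean of 1117 FPKM.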

The expression trend of all these genes showed strong consistency with RNA-seq data (Figure 7), manifesting the reliability and accuracy of our study.

**FIGURE 7:**
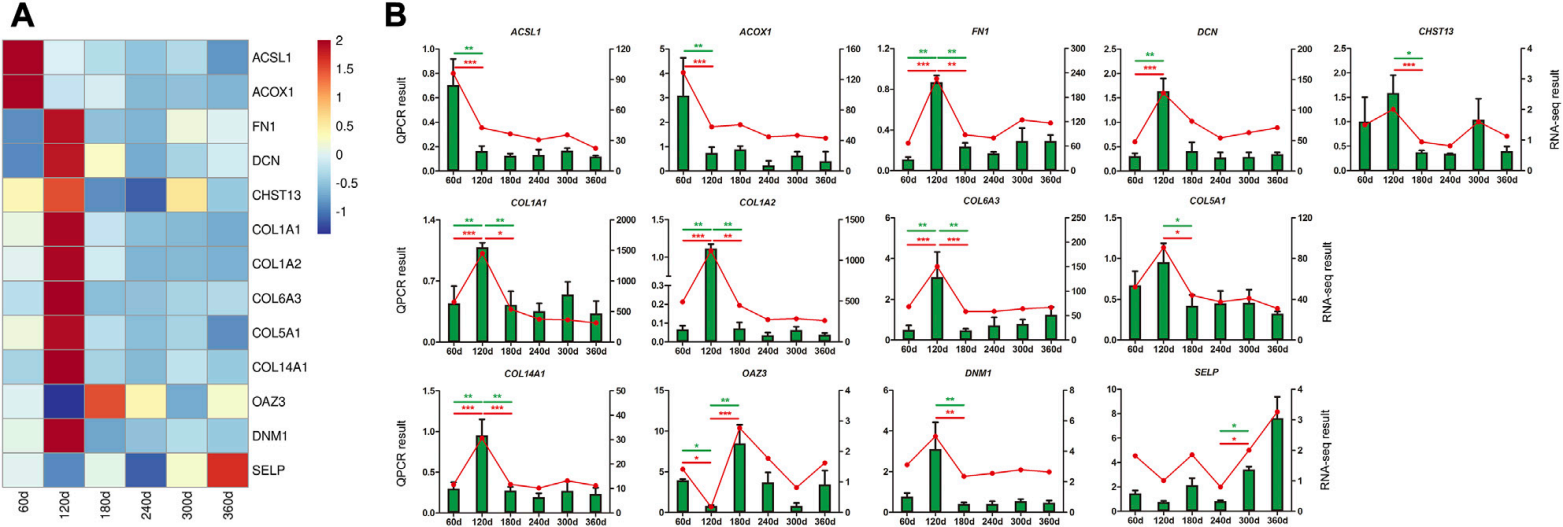
QPCR validation of DEGs and hub genes in backfat tissue. **(A)** The heatmap of DEGs and hub genes. **(B)** QPCR validation of DEGs and hub genes. The X-axis represented the developmental stages of Ningxiang pigs. QPCR result was exhibited as green column labeled on the Y-axis on the left, and *β-actin* was used as endogenous control. The data from RNA-seq result was displayed as red line labeled on the Y-axis on the right, and the expression was normalized as FPKM. Statistical analysis of the data from QPCR assay were performed by one-way analysis of variance program with SPSS 20.0 software, and the results were expressed as mean values and standard error. Differences were considered to be significant at *p* ≤ 0.05 (* *p* ≤ 0.05 and ** *p* ≤ 0.01).

## Discussion

This study aimed at identifying 1,024 DEGs across five comparison groups during backfat tissue development in Ningxiang pigs. The WGCNA results depicted that six and three modules were predominantly associated with developmental stages and traits (backfat thickness, adipocyte area, and adipocyte number), respectively, and thirteen DEGs and hub genes were recognized for the first time.

The turquoise module was remarkably associated with the 60 days developmental stage. Enrichment analysis of this module revealed the significance of Acyl-CoA synthetase long chain family member 1 (*ACSL1*) and Acyl-CoA oxidase 1 (*ACOX1*), which are involved in the peroxisome, PPAR signaling pathway, fatty acid degradation, and biosynthesis of unsaturated fatty acids in the early developmental stage of backfat tissue. ACSL1 plays a crucial role in lipid metabolism; it converts long chain fatty acids to fatty acyl-CoAs by esterification, and *ACSL1* level is prominently elevated during the early stage of porcine preadipocyte differentiation (Shan et al., 2022). Additionally, *ACSL1* overexpression suppresses lipolysis and fatty acid β-oxidation and upregulates polyunsaturated fatty acid synthesis, triglyceride accumulation, and lipid droplet aggregation (Li et al., 2020a; Zhao et al., 2020; Shan et al., 2022). ACOX1, the first rate-limiting enzyme involved in peroxisomal fatty acid β-oxidation, is predominantly associated with lipid homeostasis and preadipocyte adipogenesis. Prior research depicted that hepatic *ACOX1* deficiency substantially lowers triglyceride accumulation in mice (He et al., 2020), and gain-of-function and loss-of-function assays demonstrated that *ACOX1*, governed by transcription factors C/EBPα and miR-25-3p, stimulates the adipogenesis of bovine intramuscular preadipocyte (Zhang et al., 2021). However, a recent study documented that *ACOX1* inhibition promotes triglyceride accumulation in mouse hepatocytes (Yang et al., 2023). The discrepancy in these findings may be attributed to specific experimental conditions and different cell sources. The present study exhibited considerably higher levels of *ACSL1* and *ACOX1* expression in 60 days, implying a conceivable action in the early developmental stage of backfat tissue in Ningxiang pigs.

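ACSL1, which activates long-chain fatty acids with coenzyme A (MSTRG.8223, chromosome 15 of Sscrofa11.1, 45863101 to 45933952), was at 96 ± 6.2 FPKM at 60 days (SD, n = 3 pigs), 42.7 ± 1.85 at 120 days and 22.4 ± 5.03 at 360 days. Its log2 fold change at 60 days against the other 5 stages was 1.43 (standard error 0.159, edgeR adjusted p = 0.000281). With age ACSL1 fell by 1.55 on the log2 scale over 300 days (edgeR adjusted p = 0.000993). The fit along age treats the full sibs of a stage as independent, so that p-value can be too small. Between 60 and 120 days alone it did not pass (log2 fold change -1.08, edgeR adjusted p = 0.0591). Leaving out the 7 libraries low in Y-linked genes, a setting added after the values were seen, keeps 1 pig of 60 days, and the log2 fold change there was 1.60 (edgeR adjusted p = 0.0549). The paper groups genes into modules, relates the modules to stages and to traits, and takes the genes with the most edges as hubs. It keeps hubs that are also differentially expressed and measures 13 genes by QPCR. From the higher levels at 60 days it proposes an action of ACSL1 early in the development of backfat.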

Analysis of the red module, which was distinctly related to the 120 days developmental stage, revealed enrichment of the PI3K-Akt signaling pathway, extracellular matrix (ECM)-receptor interaction, protein digestion and absorption, and focal adhesion. *FN1*, *DCN*, *CHST13*, *COL1A1*, *COL1A2*, *COL5A1*, *COL6A3*, and *COL14A1* were further selected as the DEGs and hub genes. 

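COL1A1, a chain of type I collagen (MSTRG.4144, chromosome 12 of Sscrofa11.1, 26379000 to 26397284), was at 1451 ± 329 FPKM at 120 days (SD, n = 3 pigs), 657 ± 238 at 60 days and 314 ± 118 at 360 days. COL6A3 (MSTRG.8956, chromosome 15, 137010931 to 137104406) was at 150 ± 34.0 FPKM at 120 days and 68.4 ± 8.25 at 60 days. At 120 days COL5A1, which regulates fibril width (MSTRG.2216, chromosome 1, 273933805 to 274085519), was at 90.7 ± 24.1 FPKM and COL14A1 (MSTRG.14599, chromosome 4, 18690198 to 19180174) at 30.6 ± 9.48 against 11.6 ± 3.59 at 60 days. Against the other 5 stages the log2 fold change was 1.73 for COL1A1 (standard error 0.361, edgeR adjusted p = 0.0268), 1.70 for COL1A2 (standard error 0.311, edgeR adjusted p = 0.0141), 1.23 for COL6A3, 1.14 for COL5A1 and 1.39 for COL14A1. COL3A1, a fibrillar collagen the study did not measure by QPCR (MSTRG.8578, chromosome 15, 93556914 to 93596608), was at 2410 ± 497 FPKM (log2 fold change 1.22, standard error 0.235, edgeR adjusted p = 0.0184, not called by limma with a pseudocount of 0.1). POSTN, which organises collagen fibres (MSTRG.3103, chromosome 11, 13223309 to 13259033), was at 131 ± 14.1 (log2 fold change 1.78). In all, 138 genes were higher and 45 lower at 120 days. Of the 28 matrix genes 27 were higher (median 1.01, camera adjusted p = 7.14e-30, adjusted p = 0.0797 with an estimated correlation), 9 by the test over all genes and 15 when adjusted over the list alone. The list holds 7 QPCR genes that the study picked from these libraries, and of the other 21 genes 20 were higher (median 0.825), 3 and 8 of them by these tests. HSPH1 and DNAJB1, partners of HSP70, were higher by log2 fold changes of 2.90 and 2.40, calls lost without 120 days replicate 1. Of 15 immediate early genes 12 had lower means and 3 were called (median -0.64, camera adjusted p = 1.69e-07, adjusted p = 0.28 with an estimated correlation). Of 14 genes of preadipocytes and fibroblasts 8 were higher (median 0.24, camera adjusted p = 0.0464, adjusted p = 0.642 with an estimated correlation). Over the 16 found in the table, FPKM summed to 255, 157 and 189 at 120 days, with a median of 153 over the 18 libraries. Of 16 genes of adipocyte identity 13 were lower (median -0.31, camera adjusted p = 0.00137, adjusted p = 0.589 with an estimated correlation). Without 120 days replicate 1 the 183 calls became 6 and the 9 matrix calls 0, without 120 days replicate 3 they became 42 and 0, without 120 days replicate 2 they became 93 and 5, and without 60 days replicate 1 they became 119 and 7. Without 180 days replicate 1, 317 were called, and without the 7 libraries low in Y-linked genes, a setting added after the values were seen, 43 and 1.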

Intriguingly, these genes displayed similar expression trends in expression in backfat tissue across the six developmental stages, with the highest expression observed in 120 days.

Fibronectin (*FN*), one of the major fibrillary components of the ECM and an adipocyte-specific dysregulated gene product in obese adipose tissue, plays a vital role in tissue development, cell morphology, and mesenchymal stem cell differentiation (Wang et al., 2019; Yu et al., 2022). *FN1* knockout adversely affects the adipogenic differentiation of induced human infrapatellar fat pad-derived stem cells, as evidenced by remarkably low adipogenic gene expressions and lipid droplets (Wang et al., 2019). Our findings were corroborated by KEGG and protein-protein interaction network analysis, which presented *FN1* as a hub gene in subcutaneous adipose tissue derived adipocyte of obese patients; consequently, *FN1* and its associated signaling pathways could be rendered potential targets in treating obesity (Yu et al., 2022). Decorin (DCN), a small leucine rich proteoglycan component of the ECM in various tissues, is overexpressed in adipose tissue, binds to a variety of collagens, and contributes to collagen fibril formation (Meissburger et al., 2016; Svärd et al., 2019). The expression of glycanation site deficient *DCN* in 3T3-L1 cells promotes proliferation but suppresses lipid accumulation upon adipogenic induction (Daquinag et al., 2011). Another study suggested that the prevalence of *DCN* in murine visceral preadipocyte correlates with the reduced propensity of these cells to undergo adipogenic differentiation (Meissburger et al., 2016). Considering the essential functions of fibronectin and different types of collagen in adipocyte differentiation, the detrimental impact of *DCN* on adipogenesis may at least be partly attributable to alterations in ECM formation. These observations indicated a crucial role for *DCN* in adipogenesis. Carbohydrate sulfotransferase 13 (*CHST13*), a member of the carbohydrate sulfotransferase gene family, encodes a chondroitin sulfating and chondroitin sulfate synthesizing enzyme. Previous researches suggested that *CHST13* is prominently associated with several biological processes, including liver injury, cell invasion, and cancer (Ryanto et al., 2020; Wang et al., 2022; Southekal et al., 2023); however, the correlation between *CHST13* and adipose deposition remains largely unexplored and warrants further research.

Collagens expressed by adipose tissue, namely COL1A1, COL1A2, COL5A1, COL6A3, and COL14A1 (Ullah et al., 2013; Côté et al., 2017; Yu et al., 2022), are key constituents of the ECM and play crucial roles in regulating stem cell stemness, preadipocyte differentiation and adipose tissue expandability (Berger et al., 2015; Wang et al., 2019; Johnston and Abbott, 2022).

*COL1A1* is a major ECM gene in adipose tissue that is overexpressed following weight loss or reduction in obese adipose tissue (Berger et al., 2015). *COL1A2* is an adipogenic marker in multipotent antler stem cells, and any drastic change in distinct adipocyte morphology and accumulated lipid droplets is paralleled by a 2.5-fold upregulation of *COL1A2* expression (Berg et al., 2007). Additionally, *COL1A1* and *COL1A2* have been identified as hub genes in obesity-induced cardiac fibrosis (Pan et al., 2022). *COL5A1* is differentially expressed before and after bariatric surgery and may be a novel candidate gene for modulating adipose tissue function (Dankel et al., 2010). In *PLXND1* gene deficient zebrafish visceral adipose tissue, the induction of *COL5A1* promotes adipocyte proliferation and differentiation, culminating in hyperplastic visceral adipose tissue morphology and reduced lipid accumulation (Minchin et al., 2015). Moreover, *COL5A1* has been deemed a hub gene associated with bovine subcutaneous adipose tissue by WGCNA, which is consistent with our results (Sheng et al., 2022). Increasing evidence suggests that *COL6A3* expression is distinctly correlated with adipose tissue mass, adipocyte size, weight gain or loss, insulin resistance, and inflammation (Pasarica et al., 2009; Dankel et al., 2014; McCulloch et al., 2015). *COL6A3* knockdown elevates the expression of adipogenic genes and triglyceride content in human adipocyte (Gesta et al., 2016). *COL14* is a fibril-associated collagen that is predominantly expressed in well differentiated tissues, and it could potentially trigger the differentiation of 3T3-L1 preadipocyte into adipocyte, as evidenced by lipid accumulation (Ruehl et al., 2005). Bioinformatic analysis revealed that *COL14A1* is downregulated in the ECM of adipogenically differentiated mesenchymal stem cells (Ullah et al., 2013), indicating its significance in adipose tissue development.

Recent investigations have verified that the COL1 network is the last to form and remains well organized during the later stage of adipocyte differentiation, and the extracellular network of COL5 and COL6 is formed in the middle stage of adipocyte differentiation and maintained until the late stage of adipocyte differentiation (Sheng et al., 2022). Another study has designated *COL1A2*, *COL5A1*, *COL6A3* as DEGs in obese and healthy adipocyte excised from subcutaneous tissue in humans. GO analysis demonstrated that these three DEGs are enriched in ECM organization in biological process; in ECM and collagen trimer in cellular component. KEGG pathway enrichment further revealed that the aforementioned three DEGs are primarily involved in ECM-receptor interaction, protein digestion and absorption, and PI3K-Akt signaling pathway (Yu et al., 2022). These results are in accordance with those of our investigation, although the functional relevance of *COL1A1*, *COL1A2*, *COL5A1*, *COL6A3*, and adipogenesis needs to be further elucidated.

The pink, paleturquoise, darkorange, and darkgreen module had the highest correlation coefficient with 180, 240, 300, and 360 days developmental stage, respectively. Besides, tan, black and turquoise module had strong relationship with backfat thickness, adipocyte area and adipocyte number in turn. 

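OAZ3, an inhibitor of polyamine synthesis (MSTRG.15291, chromosome 4 of Sscrofa11.1, 97439993 to 97448493), was highest at 180 days with 2.77 ± 0.625 FPKM (SD, n = 3 pigs) and lowest at 120 days with 0.181 ± 0.0836 FPKM. SELP, an adhesion receptor of activated endothelium and platelets (MSTRG.15017, chromosome 4, 81365707 to 81402766), was highest at 360 days with 3.26 ± 0.223 FPKM and lower at 240 days with 0.802 ± 0.241 FPKM. DNM1, a GTPase of endocytosis (MSTRG.2088, chromosome 1, 268653032 to 268701865), was highest at 120 days with 4.98 ± 1.27 FPKM. By edgeR SELP was higher at 360 days than in the other 5 stages (log2 fold change 1.31, standard error 0.269, adjusted p = 0.0161), a call lost without 360 days replicate 2 or 360 days replicate 3. OAZ3 did not pass at 120 days (-3.06, standard error 0.853, adjusted p = 0.0808) or between 120 and 180 days (3.87, adjusted p = 0.132), and DNM1 did not pass at 120 days (0.87, standard error 0.229, adjusted p = 0.0677).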

*OAZ3*, *SEL*P, and *DNM1* were apprehended as DEGs and hub genes in the pink, tan, and black module, respectively. Ornithine decarboxylase antizyme 3 (*OAZ3*) is a member of the antizyme gene family, and its mRNA is exclusively expressed in post-meiotic male germ cells (Ruan et al., 2011). *OAZ3* evidently aids in the regulation of polyamine concentration during spermiogenesis and contributes to sperm function and fertility (Gòdia et al., 2020; Sarkar et al., 2022). P-selectin (*SELP*) belongs to the selectin proteins family and is primarily expressed in platelets, endothelial cells, and immune cells (Wang et al., 2023). *SELP* modulates thrombus formation through platelets activation, and a positive correlation has been observed between age and *SELP* expression in hyperlipidemia and thrombosis related diseases (Koyama et al., 2003; Yeini and Satchi-Fainaro, 2022). Nevertheless, few investigations have reported the relationship between *OAZ3*, *SELP* and adipogenic differentiation and adipogenesis, to date. This study provides novel mechanistic insights into the regulation of adipogenesis. Dynamin 1 (DNM1), a member of the dynamin superfamily of proteins, plays a central role in mitochondrial and peroxisomal distribution and fission processes (Koch et al., 2003; Tamura et al., 2011) and has displayed functionality in brown and white adipose tissue. It has been reported that the lipid droplets in adipose tissue of adipose tissue-specific *DNM1* knockout mice exhibit more unilocular morphology with larger sizes, with *DNM1* deficiency effecting abnormal retention of nascent micro-lipid droplets in endoplasmic reticulum, decreased lipolysis, and accumulation of unhealthy adipocyte in adipose tissue. In contrast, the retention of lipid droplets in endoplasmic reticulum can be rescued by *DNM1* overexpression in adipocyte (Li. et al., 2020). Furthermore, *DNM1* is overexpressed in brown adipose tissue, and its level escalates during beige and brown adipocyte differentiation. Inhibition of *DNM1* expression was confirmed to mitigate beige adipocyte differentiation, thereby validating its essential role in beige and brown adipogenesis (Mooli et al., 2020).

## Conclusion

Taken together, a total of thirteen DEGs and hub genes were recognized from six developmental stages related modules and three trait related modules in backfat tissue in Ningxiang pigs, among which, *ACSL1* and *ACOX1*, well known biomarkers of adipogenesis, might perform function in the early developmental stage of backfat tissue (60 days). Other DEGs and hub genes in modules, such as *FN1*, *DCN*, *COL1A1*, *COL1A2*, *COL5A1*, *COL6A3*, and *COL14A1*, play regulatory roles in cell adipogenic differentiation, lipid droplet accumulation, triglyceride content, and adipose tissue mass, illustrating their unignorable position around 120 days developmental stage of backfat tissue in Ningxiang pigs (Figure 8). In addition, *OAZ3*, *SELP* and *DNM1* were also identified as hub genes, and the functional relevance associated with the lipid metabolism requires further elucidation.

**FIGURE 8:**
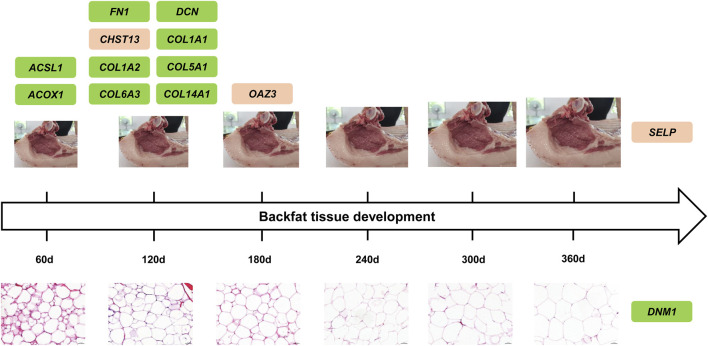
Proposed model of DEGs and hub genes during developmental stage of backfat tissue in Ningxiang pigs. The upper row of figures represented the developmental trend of backfat tissue, and the size of figures exemplified backfat thickness. The lower row of figures manifested adipocyte area in backfat tissue. Additionally, the green rectangles represented genes are closely associated with adipogenesis and lipid metabolism which have been validated previously, while the orange rectangles represented genes might involve in adipogenesis and lipid metabolism which warrants further investigation.

## Data Availability

The data presented in the study are deposited in the NCBI repository, accession number GSE234796.

## Supplementary material

SUPPLEMENTARY TABLE S1 The sequences of primers in QPCR analysis.

SUPPLEMENTARY TABLE S2 Statistical data of RNA-seq.

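Table S2 lists, for each library, the reads before and after quality filtering, the share of bases read with high confidence, the share of G and C, and how many reads mapped to the genome in all and at a single place. In it 360 days replicate 3 has a G and C share of 51.50%, 87.35% of reads mapped and 80.95% mapped at a single place, as the paper's values. The G and C share is read from all bases of a library, so abundant structural RNAs enter it.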

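Table S3 lists genes called in each comparison with mean FPKM per stage and a log2 fold change. In its sheet for 120 against 60 days, 440 of 477 genes have a finite log2 fold change, and it equals the log2 ratio of the deposited FPKM means to within 8.5e-06. For the other genes the sheet gives no finite ratio. Of the 477 genes 358 pass the filter on low values used here, all 358 with the same direction in edgeR, and their median absolute log2 fold change is 1.35 with a median adjusted p of 0.159.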

SUPPLEMENTARY TABLE S3 The detailed information about DEGs in five comparison groups.

SUPPLEMENTARY TABLE S4 The detailed information about modules.

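Table S4 lists each module's genes with a connectivity value. For the red genes, connectivity was recomputed at a power of 9 as the sum of a gene's links to the others of its module. A gene with a high sum varies across libraries together with many genes of its module. The recomputed values had a median of 6.42 and were in the median 0.244 times the paper's value. The scale of the paper's values was not established.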

SUPPLEMENTARY TABLE S5 GO analysis for the genes in developmental stage related and trait related modules.

SUPPLEMENTARY TABLE S6 KEGG enriched pathways for the genes in developmental stage related modules.

SUPPLEMENTARY TABLE S7 KEGG enriched pathways for the genes in trait related modules.

SUPPLEMENTARY TABLE S8 The connectivity between genes in developmental stage related and trait related modules.

SUPPLEMENTARY FIGURE S1 The top 20 significantly GO terms in developmental stage related and trait related modules. **(A)** Turquoise module. **(B)** Red module. **(C)** Pink module. **(D)** Paleturquoise module. **(E)** Darkorange module. **(F)** Darkgreen module. **(G)** Tan module. **(H)** Black module.

## Abbreviations

*ACSL1*, acyl-CoA synthetase long chain family member 1; *ACOX1*, acyl-CoA oxidase 1; *CHST13*, carbohydrate sulfotransferase 13; *COL*, collagen; *DCN*, decorin; DEGs, differentially expressed genes; *DNM1*, Dynamin 1; ECM, extracellular matrix; *FN1*, fibronectin 1; FPKM, fragments per kilobase of transcript per million; GO, gene ontology; HE, hematoxylin and eosin; KEGG, kyoto encyclopedia of genes and genomes; *OAZ3*, ornithine decarboxylase antizyme 3; QPCR, quantitative real-time polymerase chain reaction; RNA-seq, RNA-sequencing; *SELP*, P-selectin; WGCNA, weighted gene co-expression network analysis.

# Supplementary material for: Identification of crucial modules and genes associated with backfat tissue development by WGCNA in Ningxiang pigs
**Source:** Front Genet. 2023 Aug 17;14:1234757. doi: 10.3389/fgene.2023.1234757
**Supplement:** Supplementary file 4

Supplementary Table S1 The sequences of primers in QPCR analysis.

| Gene |  | Primer sequence |
| --- | --- | --- |
| *ACSL1* | Forward | CGGAAACCAGACCAACCCTA |
| Reverse | TGAGCGAAGATGCCGACGAA |
| *ACOX1* | Forward | GAAGAAGATAAGGGAGTTTGGC |
| Reverse | ACCCATCTCTGTCTGAGCATAA |
| *FN1* | Forward | CACTCAGGTAACACCCACAAG |
| Reverse | GATGCTCACTTCATACTTGG |
| *DCN* | Forward | ATCGTCGTAGAACTTGGCAC |
| Reverse | GATGGTGGTAATGTTGGTGTCAGC |
| *CHST13* | Forward | CAAATAATGGGGTCTCGGCTGG |
| Reverse | CCCAATCCACCCACATCACG |
| *COL1A1* | Forward | CGGGTTCGGAGGAAAGTCAGGA |
| Reverse | AAAATGAGGAGCCCCTGCCACC |
| *COL1A2* | Forward | GGCTCTGCTACACAAGGAGTCT |
| Reverse | GCATGTTGCTAGGCACGAAGT |
| *COL6A3* | Forward | GTATCCTTCCGCTTGGTTCAT |
| Reverse | AGTTGGCTTCTGCCTCCCTA |
| *COL5A1* | Forward | ACCCGCTCTTCAGAGGCATCAACC |
| Reverse | GCTGTAGTGCTCACAGTAATCGTA |
| *COL14A1* | Forward | CAACTTCAGACTGGTTCGGT |
| Reverse | CCCTTGTATGGTAGATTTCG |
| *OAZ3* | Forward | CATACGCCTATTATCTTTAC |
| Reverse | GAGTGTCAAGTCCTCCTGTTCT |
| *SELP* | Forward | GCTAAGAATGAGCCCAATAACG |
| Reverse | AGCCCGCTTTCTTTTCACACAA |
| *DNM1* | Forward | GATGGACGAAGGAACAGATGC |
| Reverse | GGTTTGTCAGTTGCTGGTTGAG |
| *β-actin* | Forward | GACCCAGATCATGTTCGAGACCT |
| Reverse | CGGAGTCCATCACGATGCCAG |

# Supplementary material for: Identification of crucial modules and genes associated with backfat tissue development by WGCNA in Ningxiang pigs
**Source:** Front Genet. 2023 Aug 17;14:1234757. doi: 10.3389/fgene.2023.1234757
**Supplement:** Supplementary file 5

Supplementary Table S2 Statistical data of RNA-seq.

| Sample | Raw data | | Valid data | | Valid ratio(%) | Q20(%) | Q30(%) | GC content(%) | Mapped reads | Unique Mapped reads | Expressed transcripts | Expressed genes |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Read | Base | Read | Base |  |  |  |  |  |  |  |  |
| 60d1 | 89351696 | 13.40G | 81225086 | 12.18G | 90.90 | 99.96 | 97.65 | 45.50 | 74335200(91.52%) | 72956982(89.82%) | 56691 | 23761 |
| 60d2 | 92919158 | 13.94G | 84973004 | 12.75G | 91.45 | 99.96 | 97.69 | 46.00 | 77749360(91.50%) | 76203165(89.68%) | 57244 | 23916 |
| 60d3 | 93323340 | 14.00G | 84786554 | 12.72G | 90.85 | 99.95 | 97.68 | 46.50 | 77357881(91.24%) | 75768320(89.36%) | 56294 | 23628 |
| 120d1 | 91151424 | 13.67G | 83955630 | 12.59G | 92.11 | 99.95 | 97.89 | 47.50 | 76480234(91.10%) | 74703149(88.98%) | 57337 | 23976 |
| 120d2 | 97751248 | 14.66G | 90086352 | 13.51G | 92.16 | 99.95 | 97.99 | 47.50 | 82283965(91.34%) | 80326910(89.17%) | 57783 | 24057 |
| 120d3 | 91659732 | 13.75G | 83795302 | 12.57G | 91.42 | 99.95 | 97.93 | 46.50 | 76647756(91.47%) | 74780958(89.24%) | 56858 | 23636 |
| 180d1 | 95043110 | 14.26G | 86238066 | 12.94G | 90.74 | 99.95 | 97.76 | 47.00 | 78935258(91.53%) | 77116795(89.42%) | 57006 | 23761 |
| 180d2 | 91690486 | 13.75G | 83596190 | 12.54G | 91.17 | 99.96 | 97.77 | 46.00 | 76786444(91.85%) | 75063895(89.79%) | 56367 | 23416 |
| 180d3 | 92403018 | 13.86G | 84613464 | 12.69G | 91.57 | 99.95 | 97.76 | 46.50 | 76946333(90.94%) | 74645416(88.22%) | 56585 | 23554 |
| 240d1 | 90652220 | 13.60G | 83372548 | 12.51G | 91.97 | 99.95 | 97.94 | 47.00 | 76057610(91.23%) | 73804504(88.52%) | 56892 | 23753 |
| 240d2 | 90212794 | 13.53G | 82347188 | 12.35G | 91.28 | 99.94 | 97.76 | 47.50 | 74447013(90.41%) | 71910001(87.33%) | 56820 | 23658 |
| 240d3 | 91232866 | 13.68G | 84031426 | 12.60G | 92.11 | 99.96 | 97.97 | 46.50 | 76702757(91.28%) | 74905255(89.14%) | 56602 | 23568 |
| 300d1 | 91538426 | 13.73G | 83118524 | 12.47G | 90.80 | 99.95 | 97.72 | 47.00 | 75476239(90.81%) | 73250769(88.13%) | 56466 | 23528 |
| 300d2 | 96264794 | 14.44G | 89120386 | 13.37G | 92.58 | 99.95 | 97.93 | 47.50 | 80923663(90.80%) | 79035093(88.68%) | 57314 | 23720 |
| 300d3 | 95111474 | 14.27G | 87435340 | 13.12G | 91.93 | 99.95 | 97.71 | 47.50 | 79199045(90.58%) | 76883680(87.93%) | 56757 | 23755 |
| 360d1 | 89249470 | 13.39G | 82657458 | 12.40G | 92.61 | 99.95 | 97.93 | 47.50 | 75165297(90.94%) | 73227941(88.59%) | 56472 | 23573 |
| 360d2 | 97502936 | 14.63G | 89642168 | 13.45G | 91.94 | 99.95 | 97.70 | 46.50 | 81619567(91.05%) | 79654508(88.86%) | 56901 | 23650 |
| 360d3 | 93339178 | 14.00G | 85993544 | 12.90G | 92.13 | 99.92 | 97.56 | 51.50 | 75115005(87.35%) | 69614057(80.95%) | 56492 | 23806 |

How the deposited data were processed for this re-analysis (not part of the article)

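RNA from backfat at the shoulder of 18 Ningxiang pigs was measured by sequencing, in 1 library per pig and 3 pigs at each of 6 stages from 60 to 360 days of age, spaced by 60 days. The authors trimmed the reads with Cutadapt, mapped them with Hisat2 to the pig genome and assembled loci with StringTie. The FPKM values, as deposited by the authors, were made with StringTie and are given per locus and library. The counts, as deposited by the authors, are whole numbers per locus and library that were not normalized, and how they were taken from the alignments is not stated in the paper or in its supplements. The identifiers beginning with MSTRG are assembled loci, of which 1443 carry 2 or more gene names.

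The plan of the tests, the gene lists and the alternatives was written before the data were examined, and it assumed that only FPKM values would be at hand and named limma with a pseudocount of 0.1. Because the deposited table also holds counts, the test used throughout is the quasi-likelihood test of edgeR (version 4.0.16) on the counts, and limma (version 3.58.1) on log2 FPKM is given as an alternative. All 18 libraries entered 1 fit with 6 stage groups, scaled by TMM. Loci with at least 0.5 FPKM in at least 3 libraries were tested (19470 of 27883, of which 6846 have no transcript type). The common biological coefficient of variation was 0.340, the median prior degrees of freedom 3.27 and the residual degrees of freedom 12. Comparisons were made between adjacent stages (5), between each stage and the mean of the other 5, and along age as a covariate expressed per 300 days. The fit along age treats libraries as independent, although the pigs of a stage are full sibs, so its p-values can be too small. A gene was called at an adjusted p of at most 0.05 (Benjamini-Hochberg) and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic.

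Sets of genes were tested with camera of limma on the same scaled counts, with a preset correlation of 0.01 between genes, beside camera with an estimated correlation and fry. There were 27 fixed lists and 26 KEGG pathways named by the study, with members as annotated in the deposited table, of which 51 had at least 3 measured genes and were tested. Camera called 159 of 612 tests with the preset correlation and 0 with an estimated one, and fry called 33.

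The genes that the text names are the 13 QPCR genes and those the study names, the called members of the lists, and up to 10 called genes per direction and comparison with the largest change among those with a symbol, at least 1 FPKM in the higher group and no overlap between the libraries compared. Values of many of these genes in the tables of the study had been read when that rule was written. Loci without a transcript type are not named under it.

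Eigengenes were computed with numpy (version 2.4.6) in Python (version 3.11.15) as the first component of the FPKM values of the genes listed in the networks of Table S8, since in the copy of Table S4 held here the list is complete for the red module alone. The network of darkgreen could not be used because it is not held in full. Relations to a stage were tested by exact permutation over all 816 choices of 3 of 18 libraries, and the relation to age with 100000 resamples. Both treat the libraries as independent, although the pigs of a stage are full sibs. Pathways of the red module were tested with Fisher's exact test of scipy (version 1.17.1), 1-sided, against the genes that passed the network filter and have a pathway. Other tests are 2-sided.

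The alternatives were no filter on low values, at least 1 FPKM in any library, median-of-ratios scaling, a block for the replicate number, limma-voom with library weights, the adjusted p alone, leaving out listed Y-linked genes, fits on the libraries of the compared stages, and limma with pseudocounts of 0.1, 1 and 0.01. DESeq2 (version 1.42.0), the exact test of edgeR, the level of Y-linked genes as a covariate, leaving out chromosome Y, and leaving out the 7 libraries low in Y-linked genes were added after the values were seen. Each library was left out in turn. Replicate numbers do not pair pigs across stages. Library residuals correlated by 0.014 on average between equal numbers (45 pairs) and by -0.006 between different numbers (90 pairs), and 5 of 18 libraries had their best partner under their own number.

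The test was checked on simulated counts with the depth and spread of these libraries. With 3 pigs against 3 it found 70% of genes with a true log2 fold change of 1.5 and 94% at 2, with 5 false calls, and with no change added it gave 0 calls. Median counts per library were 78364890.5, so intervals of shares cover counting error only and the spread between pigs sets the precision. All 18 libraries were used and 0 sample columns were left out. Backfat thickness, cell area and cell number were not analysed, because they are not in the deposited table.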

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

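The 3 tests on libraries low in Y-linked genes were chosen only after the result was seen, as were the settings that use the Y-linked level as a covariate or leave those libraries out, while the other tests were set earlier.

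In 7 of 18 libraries of pigs described as castrated males, EIF1AY, KDM5D and ZFY lie far below the other 11, and a locus on X carrying RF01881, which the paper does not analyse, is at no less than 21.1 FPKM in the 7 and at no more than 0.067 FPKM in the 11. A shallower library is argued against by the total counts, whose median in the 7 is 1.03 times that in the 11. Libraries from females or exchanged samples remain a candidate explanation, since loss of Y transcripts alone would not bring the X loci to 21.1 FPKM. In 300 days replicate 2, 8 Y-linked loci hold between 5.13% and 8.27% of the level of the other libraries, a ratio of 1.61 between highest and lowest, which is consistent with RNA of 2 pigs in 1 library. Which of these applies stays open, and sex and litter of the pigs were not tested.

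Of the 28 matrix genes 27 are higher at 120 days, with a median log2 fold change of 1.01 and quartiles of 0.695 and 1.22 (median 0.825 over the 21 that are not QPCR genes). A lower share of fat cells goes with the adipocyte list, at a median of -0.31 with sums of 772, 902 and 957 FPKM beside a median of 1050 over libraries, but it would raise the genes of other cell types alike, and 3 of 4 other lists have a median far below that of the matrix list (under 25% of it), with lymphocytes at -0.07, smooth muscle at -0.26 and endothelium at -0.57, macrophages at 0.29 being the exception. With the Y-linked level as a covariate the median is 0.987 times that without it. At this stage 120 days replicate 2 alone is low in Y-linked genes, a share near that of the other stages together. The covariate could therefore hardly move the median, so the fit cannot decide on unequal numbers of such libraries. Leaving out 120 days replicate 1 or 120 days replicate 3 takes the 9 calls in this list to 0, and leaving out 120 days replicate 2 takes them to 5. Age and litter, which the design does not separate, and a change in the cells that make matrix (preadipocyte and fibroblast genes have a median of 0.24, and sums of 255, 157 and 189 FPKM beside a median of 153 over libraries) may explain the rest and were not tested.

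At 360 days 250 genes are called, 76.4% of them higher, and immediate early and macrophage genes lead. A library of another composition is consistent with part of this, because 43 genes are called without 360 days replicate 3, 39 of them among the 250, and 389 without 360 days replicate 1. A few genes taking most counts cannot be told apart from the other explanations, because the 2 scalings differ by at most 0.857% and median-of-ratios scaling again calls 250. The immediate early genes are high in all 3 libraries of the stage, with summed FPKM of 504, 393 and 518. Age, litter and the handling of tissue stay open and were not tested.

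Transcripts of liver genes, which the paper does not discuss, sum to 1220 FPKM in 240 days replicate 2 and 758 FPKM in 300 days replicate 2, above every other library. Skeletal muscle genes, also outside the paper's discussion, sum to 510 FPKM in 180 days replicate 1 and 261 FPKM in 120 days replicate 2. The pair of loci carrying RF00017 holds 10.18% of the counts of 360 days replicate 3, a share that no other library approaches.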

How the results depend on the processing

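DESeq2, the exact test of edgeR, the Y-linked covariate, leaving out chromosome Y and leaving out the 7 libraries low in Y-linked genes were chosen only after the result was seen. The other alternatives were planned.

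Among 170 pairs of a named gene and a comparison, no alternative turned a direction. Apart from the QPCR genes, these pairs were picked because they were called in these libraries. A turn was therefore unlikely from the start, and its absence is no independent support. In 4546 results the call was the same, in 5 it was gained and in 919 it was lost. The count for the age trend stayed between 659 and 966 with 1 library left out, and median-of-ratios scaling left all counts within 1.5 times. Counts that moved further are given next, and except where fewer libraries or a looser threshold explain them, the cause was not tested.

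Without a filter, 120 against 60 days gave 1 call, 240 days 9 and the sum over 5 comparisons 1. With at least 1 FPKM in any library, 240 days gave 3. The replicate block gave 5 for 120 against 60 days, 1 for 240 days and a sum of 5. Limma-voom with library weights gave 299, 68 and 1 for the first 3 comparisons, 487 at 120 days, 7 at 240 days, 0 at 300 days, 116 at 360 days and a sum of 368. The adjusted p alone, a looser threshold, gave 1313 at 60 days, 362 at 120 days, 1 at 180 days, 818 at 360 days and 2626 with age. Fits on the libraries of the 2 compared stages gave 142, 9, 17 and 1 for the first 4 comparisons and a sum of 169. Limma with a pseudocount of 0.1 gave 0 at 300 days. With a pseudocount of 1 it gave 8 for 180 against 120 days, 1 for 360 against 300 days, 111 at 60 days, 67 at 120 days, 1 at 240 days, 0 at 300 days, 38 at 360 days, 273 with age and a sum of 71. With 0.01 it gave 116 at 120 days and 0 at 300 days.

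DESeq2 gave 333, 251, 112, 19 and 66 for the 5 comparisons, a sum of 781, and 382 at 120 days, 108 at 180 days, 102 at 240 days, 35 at 300 days and 409 at 360 days. The exact test of edgeR on the 6 libraries gave 561, 266, 106, 20 and 54, a sum of 1007. The Y-linked covariate gave 1 for 120 against 60 days, 0 at 300 days, 127 at 360 days and a sum of 1. Leaving out chromosome Y gave 1 at 240 days. Without the 7 libraries low in Y-linked genes, 120 against 60 days gave 4, 60 days 19, 120 days 43, 240 days 3, 360 days 97 and the age trend 428, with fewer libraries. No value can be had for 180 days there, because all 3 libraries are left out.

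With 1 library left out, the lowest and highest counts were 0 and 91 for 120 against 60 days, 0 and 5 for 180 against 120 days, 0 and 4 for 240 against 180 days, 0 and 0 for 300 against 240 days, 0 and 12 for 360 against 300 days, and 0 and 107 for the sum. They were 183 and 485 at 60 days, 6 and 317 at 120 days, 0 and 4 at 180 days, 0 and 73 at 240 days, 0 and 31 at 300 days, and 43 and 389 at 360 days. Correlations of eigengenes ranged from 0.865 to 0.931 for turquoise, 0.786 to 0.885 for red, 0.469 to 0.657 for pink, -0.593 to -0.114 for paleturquoise, 0.077 to 0.7 for darkorange and 0.782 to 0.865 for tan. The scale-free fit ranged from 0.738 to 0.949, and the red connectivity from 0.882 to 0.991.

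The paleturquoise correlation reversed to 0.075 with the mean of z-scores and to 0.59 with symbols of a single locus. The red connectivity correlation was 0.944 on log2 values and 0.902 in a signed network. Camera with an estimated correlation called 0 gene lists and fry 33, beside 159. At 0.1 FPKM or more, 21130.5 genes were detected per library in the median. On simulated counts of this depth and spread, 94% of changes with a log2 fold change of 2 were recovered between 60 and 120 days and 70% at 1.5. Those counts hold no mixed tissue or outlying library, so recovery in the real libraries can be lower.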

Differences from the paper's values

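DESeq2 and the exact test of edgeR were chosen only after the result was seen. The quasi-likelihood test of edgeR took the place of the planned limma once the table was found to hold counts, and the other settings named here were planned. At the paper's stated thresholds, a log2 fold change of at least 1 and an adjusted p of at most 0.05, the counts of differentially expressed genes differ from the paper's in every comparison. For 120 against 60 days the paper gives 325 higher and 152 lower, 477 in all, and edgeR gave 34, 11 and 45. For 180 against 120 days the paper gives 91, 208 and 299, for 240 against 180 days 111, 37 and 148, for 300 against 240 days 10, 17 and 27, and for 360 against 300 days 28, 45 and 73, where edgeR gave 0 in each. Summed, the paper gives 565 higher and 459 lower, 1024 in all, against 34, 11 and 45.

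None of the settings planned beforehand comes within 1.5 times of any of these counts. For 120 against 60 days, limma-voom with library weights gave 299, of which 165 are among the paper's 477 genes and 312 of the paper's are dropped, and a fit on the 6 libraries of these stages gave 142, dropping 387. Limma with a pseudocount of 1 called 38 of the 477 genes and the fit without 360 days replicate 1 called 63, against 34 in the test used here. In the later comparisons limma-voom called 68 and 1 genes (180 against 120 and 240 against 180 days), fits on the 2 stages 9, 17 and 1, and limma with a pseudocount of 1 called 8 and 1 (180 against 120 and 360 against 300 days).

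The exact test of edgeR on 6 libraries without a filter, chosen after the values were seen, gave 561, 266, 106, 20 and 54, and 1007 in all, each within 1.5 times of the paper's total, and it drops 146 of the 477 genes of 120 against 60 days. Its counts of higher genes were 378, 81, 72, 10 and 20 and of lower genes 183, 185, 34, 10 and 34, of which the higher genes of 240 against 180 days and the lower genes of 300 against 240 days stay apart from the paper's. DESeq2, chosen after the values were seen, gave 333, 251, 112, 19 and 66, and 781 in all, each within 1.5 times of the paper's total, and it drops 289 of the 477. Its higher genes of 120 against 60 days (215) and of 240 against 180 days (73) and its lower genes of 300 against 240 days (5) stay apart from the paper's. All 358 tested genes of the paper's sheet for 120 against 60 days have the same direction here.

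The paper gives a correlation of 0.58 between the paleturquoise eigengene and 240 days, and the value here was -0.425 (jackknife standard error 0.36). With symbols that match a single locus it was 0.59, with log2 values -0.356 and with the mean of z-scores 0.075, and with any 1 library left out it lay between -0.593 and -0.114.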

Other observations

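Only the fit with the Y-linked covariate was chosen after the result was seen among the tests given here. Of 9 heat shock genes 7 had lower means at 60 days and 2 were called (median -0.465, camera adjusted p = 0.00221, adjusted p = 0.339 with an estimated correlation). CRYAB, a small heat shock protein (MSTRG.22200), was at 17.9 ± 7.97 FPKM (SD, n = 3) and reached 145 ± 19.2 FPKM at 240 days, with a log2 fold change of -2.05 at 60 days against the other 5 stages (standard error 0.417, edgeR adjusted p = 0.0107), and HSPB1 (MSTRG.12997) went from 41.8 ± 4.10 to 158 ± 76.1 FPKM (log2 fold change -1.27, edgeR adjusted p = 0.0159). BHLHE40, a transcription factor of the daily rhythm, was lower at 60 days by a log2 fold change of -2.01 (edgeR adjusted p = 0.00126). Without 60 days replicate 2 or 60 days replicate 3, CRYAB and HSPB1 were not called, nor was HSPB1 without 60 days replicate 1. At 360 days HBEGF, a growth factor (log2 fold change 1.54, edgeR adjusted p = 0.000855), and TAGLN, a protein of smooth muscle, were higher, the latter at 21.4 ± 4.77 FPKM (log2 fold change 1.26, edgeR adjusted p = 0.0123, lost without 360 days replicate 3).

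Sums of other groups of genes stood apart in single libraries. Posterior HOX genes summed to 10.2 FPKM in 240 days replicate 1, 5.25 in 180 days replicate 1 and 4.73 in 180 days replicate 2. Red blood cell genes summed to 12.5 FPKM in 240 days replicate 1 and 14.1 in 240 days replicate 2, against 2.33 to 4.93 elsewhere. Macrophage genes are not counted among these groups, and summed to 161, 131 and 151 FPKM at 120 days and to 153, 208 and 188 FPKM at 360 days.

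The test of the 60 day calls against the share of libraries low in Y-linked genes left 65.3% of them called with the Y-linked level as a covariate, with sizes of change 1.03 times those without it.

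Other groupings of the same libraries were then tested. For 3 pigs against 3 there are 10 splits, too few for a share under 0.05. The real count and the highest of the others were 45 and 13 for 120 against 60 days (the real split alone, 1 of 10, was as large), 0 and 21 for 180 against 120 days, 0 and 1 for 240 against 180 days, 0 and 5 for 300 against 240 days, and 0 and 3 for 360 against 300 days, where a real count of 0 makes all 10 splits as large in each of these 4 and tests nothing. The split of 120 days replicates 1 and 2 with 180 days replicate 1 against the other libraries called 21 genes where the stages called 0. It puts together the 2 libraries with the highest sums of muscle genes (261 and 510 FPKM), and a structure of the samples was not tested further. For each stage 100 groupings were counted, the real one among them. The real one alone, 1 of 100, reached the count of 424 at 60 days (highest other 115), 183 at 120 days (44), 250 at 360 days (99) and 933 with age (51). That is the smallest share that 100 groupings can give. The groupings break up the litters and the libraries low in Y-linked genes of each stage. A difference of either kind would stand out as a stage effect would, so the comparison cannot separate them. At 300 days 12 with the real one were as large (3 against a highest other of 149), so chance cannot be excluded there. At 180 days (0 against 182) and 240 days (0 against 107) a real count of 0 makes all 100 as large, so the comparison decides nothing. Whether the groupings that called 182, 107 and 149 genes share a structure of the samples was not tested.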
